# Single-cell RNA sequencing reveals the effects of mental stress on mouse mammary tumors and the tumor microenvironment

**DOI:** 10.1038/s41420-025-02619-1

**Published:** 2025-07-16

**Authors:** Pengfei Liu, Wenjing Ma, Tao Wang, Jinhui Lü, Weizhong Wang, Yixing Wang, Qifan Tang, Jing Di, Evelyne Bischof, Qian Zhao, Zuoren Yu

**Keywords:** Cancer microenvironment, Genetics research

## Abstract

Mental stress has been shown to negatively impact the development and progression of human cancer, including breast cancer. However, its effects on the tumor microenvironment (TME) remain unclear. In this study, we applied single-cell sequencing analysis to tumor tissues from *MMTV-PyMT* transgenic mice with mammary gland tumors with or without exposure to mental stress. In association with a significant promotion of the cell cycle and tumor growth induced by mental stress, we observed the dedifferentiation of luminal subtype of tumor cells into a subgroup of cancer stem cell-like basal cells, as well as enhanced cell proliferation in epithelial tumor cells, endothelial cells, and fibroblasts. In addition, stress stimulation led to an increase in tumor-associated neutrophils (TANs) and tumor-infiltrating dendritic cells (TIDCs), while suppressing immune cells such as cytotoxic T lymphocytes (CTLs), naïve T cells, B cells, and NK cells within the TME. We also observed a shift in macrophages from the M1 to the M2 phenotype. Furthermore, pathway enrichment analysis of differentially expressed genes, gene signature U score analysis, and immunofluorescence staining of the tumor tissue sections were conducted for further validation. The current study not only systematically elucidates the impact of mental stress on mammary gland tumors and the TME in vivo, but also provides insights into the mechanism underlying mental stress-induced tumor growth and progression in breast cancer.

## Introduction

Breast cancer is the most common cancer type and the leading cause of cancer-related death in women worldwide [1]. In addition to the genetic mutations, unhealthy lifestyles and mental factors like depression and anxiety are believed to have a significant influence on the incidence and mortality of breast cancer patients [2–4].

Emerging evidence indicates that mental stress (MS) seriously affects health status and even promotes tumor progression in human cancer [5, 6]. Additionally, stress and anxiety negatively influence the therapeutic outcome and prognosis in patients [7, 8]. Determining the regulatory mechanisms mediating the MS-promoted tumor growth and progression in human cancer including breast cancer is crucial for formulating more effective therapeutic strategies.

The TME is the ecosystem surrounding the tumor that plays a critical role in regulating tumor development, growth, metastasis, and treatment response. The TME is composed of non-tumor cells, extracellular matrix (ECM), blood vessels, and the molecules they produce [9]. Targeting the TME compartments as a novel potential therapeutic approach in the treatment of human cancer has been well discussed and tested, exhibiting a strong potential in clinical application [10, 11]. Preclinical and clinical studies have demonstrated that combination therapies targeting both the TME and tumor cells effectively reduce tumor growth, metastasis, and chemotherapy resistance [12, 13].

The development of the single-cell RNA sequencing (scRNA-seq) technique makes it possible to analyze individual cells within a tumor tissue, explore cellular heterogeneity, identify cell subtypes, and detect cell-cell interactions [14–16]. In this study, scRNA-seq was applied to analyze the TME and tumor cells in a spontaneous breast cancer mouse model with or without exposure to MS stimuli. Promotion of the tumor growth by stress stimulation was confirmed. Alterations in each cell type within the TME were determined, including gene expression, cell subtype, biological function, molecular pathway, and intercellular communication. Our findings provide novel insights for understanding the mechanisms mediating the MS-promoted tumor growth and tumor progression in breast cancer. It holds strong potential for the development of integrated therapeutic strategies targeting both tumor cells and the TME.

## Results

### Impact of stress exposure on mammary tumor growth in mice

To confirm the impact of MS on tumorigenesis in breast cancer, multiple stress stimuli were applied to *MMTV-PyMT* female mice from week 8 to week 9 after birth, which corresponds to the appropriate time for this mouse model to generate mammary gland tumors. Three behavioral test assays including the open field test (OPT), the tail suspension test (TST) and the sucrose preference test (SPT) were applied to the mice within one week after finishing all stress stimulations (Fig. 1a). As a result, those mice in the MS group exhibited reduced activity in the center zone in the OPT (Fig. 1b), decreased immobility time in the TST (Fig. 1c), and lower preference for sucrose in the SPT (Fig. 1d), indicating negative effects of stress exposure on mental health in mice. At the age of week 10, all the mice were euthanized. The body weight and the tumor weight were measured. As shown in Supplementary Fig. S1 and Fig. 1e, f, the mice did not show a difference in body weight between the MS and NC groups, whereas the tumor size and tumor weight showed a significant increase in mice of the MS group.

**Fig. 1:**
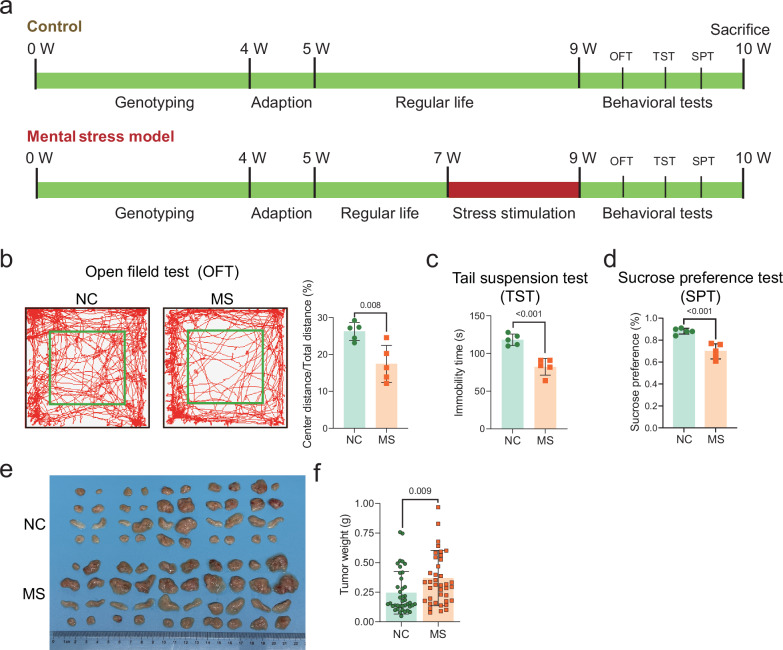
Impact of stress stimuli on the mouse behavior and mammary tumor growth. **a** Schematic presentation of the workflow for *MMTV-PyMT* tumor mice exposure to mental stress stimulation. **b** Mouse behavioral test using the open field test (OFT). **c** Mouse behavioral test using the tail suspension test (TST). **d** Mouse behavioral test using the sucrose preference test (SPT). **e** Images of mammary gland tumors isolated from the MS and NC groups of mice. **f** Tumor weights from both groups of mice. Data are presented as the mean ± SEM (*n* = 5 in **b**–**d**; *n* = 40 in **e**, **f**). MS mental stress, NC negative control.

### scRNA-seq analysis of the mammary gland tumors from both MS and NC groups

Given the critical role of the TME in tumorigenesis, single-cell RNA sequencing was performed on mammary gland tumor tissues from both MS and NC groups of mice. 

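Mammary tumors of *MMTV-PyMT* mice, whose mammary epithelium expresses the polyoma middle T oncogene, were dissociated and sorted for viable cells, and the transcripts of each cell were counted with unique molecular identifiers (UMIs). The authors aligned the reads with Cell Ranger 5.0.0 to the mm10 mouse genome with the *PyMT* sequence added. The deposited values are UMI counts per feature and barcode, before any filter on cells. Counts of 1 NC library (replicate 1) were analysed, while of the other 3 libraries only the called barcodes were used here. MS and NC were therefore compared only by their numbers of barcodes, and every other value describes 1 tumor library of the NC group, called the NC tumor, with no replicate. That library held 76479187 UMIs, with a median of 3331.5 UMIs and 1238 genes per barcode. The limits of the paper (250 to 4000 genes, at most 10% mitochondrial UMIs and at most 0.8 genes per UMI) left 13773 cells. The 1908 cells with the highest doublet scores were then removed, at 0.8% for every 1000 barcodes, which left 11865 cells with 47912602 UMIs. Clusters were named from fixed marker genes, by rules that were revised after the clusters had been seen and that also left some subclusters unnamed for their leading genes, and each group is called by the type its markers resemble (T-like, for example). Levels of a gene are UMIs summed over the cells of a group, in CPM (scaled to the UMIs of the group), with exact Poisson 95% intervals in parentheses, and shares of cells carry exact Clopper-Pearson 95% intervals. Both kinds of interval cover counting error only. A gene was called higher or lower between groups of cells when its CPM differed at least 2-fold with intervals that did not overlap. A list of genes was summarized by its median log2 ratio and by the percentile of that median among 10000 random lists of matched expression. Gene positions are on GRCm38.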

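More barcodes were called in the tumors of stressed mice than in those of control mice. The MS libraries held 26107 and 27003 barcodes, and the NC libraries 40260 together, 22946 of them in replicate 2. The mean was 26555 ± 634 (SD, n = 2) in MS and 20130 ± 3982 (SD, n = 2) in NC, a difference of 6425 barcodes, or 1.32-fold, which fell to 3609 without NC replicate 1. The difference exceeded the spread within each group, and both MS libraries lay above both NC libraries (exact permutation test, two-sided, p = 0.333, the smallest p that 2 libraries against 2 allow). These are barcodes before any cell filter, and their number also follows how many cells were loaded.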

A total of 43,403 cells were detected, including 25,334 from the MS group and 18,069 from the NC group. These cells were classified into 10 major types, including epithelial tumor cells, endothelial cells, fibroblasts, pericytes, T cells, NK cells, B cells, macrophages, dendritic cells (DCs), and granulocytes (Fig. 2a, b). 

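In the NC tumor, T-like, epithelial-like and B-like cells were the largest groups. T-like cells made up 30.2% (29.4 to 31.1, 3586 cells) of the kept cells, epithelial-like tumor cells 24.6% (23.8 to 25.4, 2921 cells), and B-like cells 21.2% (20.5 to 21.9, 2515 cells). Endothelial-like cells followed at 6.38% (5.95 to 6.83, 757 cells), fibroblast-like cells at 2.86% (2.56 to 3.17, 339 cells), NK-like cells at 2.59% (2.31 to 2.89, 307 cells) and pericyte-like cells at 2.19% (1.94 to 2.47, 260 cells). Dendritic-like cells (1.60% (1.38 to 1.84, 190 cells)), macrophage-like cells (1.53% (1.32 to 1.77, 182 cells)) and neutrophil-like cells (0.228% (0.150 to 0.331, 27 cells)), the granulocytes, were the rarest of the 10 types. At a resolution of 0.4 NK-like cells formed no cluster of their own. *PyMT*, the transgene that drives the tumor, stood at 699 CPM (685 to 714) in epithelial-like cells and at 10.8 CPM (9.04 to 12.9) in T-like cells. *Epcam* (ENSMUSG00000045394, chromosome 17, 87635979 to 87651129), an epithelial adhesion gene, stood at 2472 CPM in epithelial-like cells and 19.8 CPM in T-like cells. *Cdh5* (ENSMUSG00000031871, chromosome 8, 104101625 to 104144511), the cadherin of endothelial junctions, stood at 1425 CPM in endothelial-like cells and 1.78 CPM in T-like cells. These 3 genes helped to name the groups, and their levels in T-like cells were taken as the background left by free RNA and mixed barcodes. A further 511 cells (4.31%) held T cell and B cell genes in the same barcodes and were left unnamed.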

Gene markers used to annotate each cell type are shown in Fig. 2c. As a result, the tumor tissues from the MS group of mice exhibited significant increases in the proportion of epithelial tumor cells, endothelial cells, pericytes, DCs, and granulocytes, while decreases in immune cells including T cells, B cells, NK cells, and macrophages, compared to the NC group of mice (Fig. 2a, b).

**Fig. 2:**
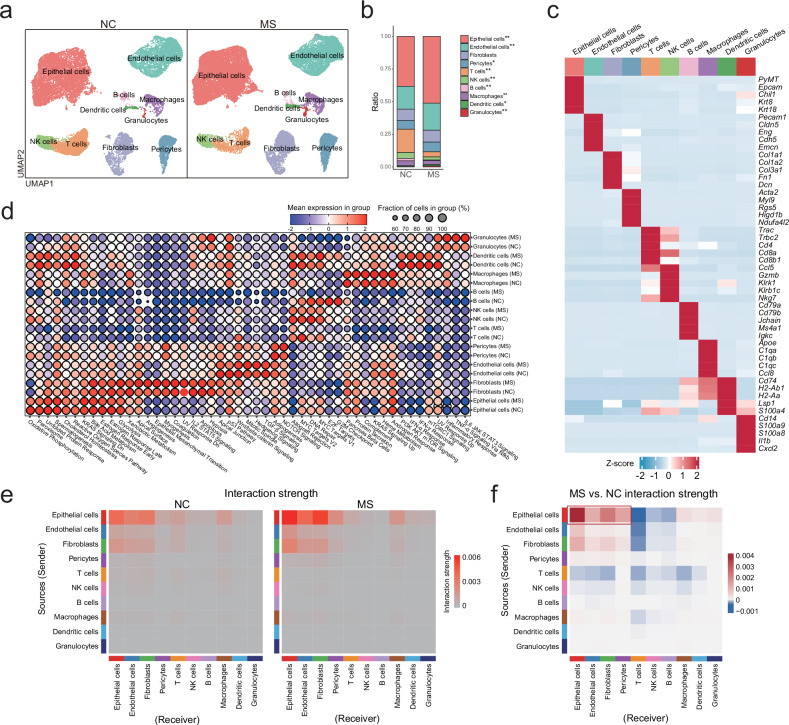
Impact of stress stimuli on the murine mammary TME. **a** UMAP plot of total cells in NC and MS tumors, grouped by cell types. **b** Proportion of each type of cells in total cells. Statistical significance was indicated (Fisher’s exact test, *p < 0.05, **p < 0.01). **c** Heatmap of the average expression levels of the marker genes used for annotation of each cell type. **d** Dot plot displaying the signature enrichment scores of the Hallmark pathway gene sets for each cell type under MS or NC condition. **e** Heatmap showing the strength of cell-cell interactions in MS and NC mice. **f** Heatmap illustrating the differential cell-cell interaction strengths between the MS and NC groups of mice.

Pathway enrichment analysis revealed distinct patterns of the Hallmark pathways in response to stress exposure in different cell types (Fig. 2d). For instance, upon stress stimulation, epithelial tumor cells exhibited elevated activities in cell cycle-related pathways including mitotic spindle, E2F targets, and G2/M checkpoint. Fibroblasts and pericytes showed increased enrichment in pathways of angiogenesis, epithelial-mesenchymal transition, apical surface, and Notch signaling. Notably, p53 signaling showed suppression by stress exposure in epithelial tumor cells, endothelial cells, and fibroblasts as well. Those immune response-related signaling pathways including allograft rejection, IFN-α response, and cell cycle-related pathways including MYC targets, E2F targets, and G2/M checkpoint were suppressed in T cells, B cells and/or NK cells by stress exposure. On the contrary, those inflammatory pathways, such as IL6/JAK/STAT3 signaling, inflammatory response, TNF-α signaling, *etc*., were activated in granulocytes (Fig. 2d).

Additionally, we analyzed the impact of stress exposure on the interactions between different cell types within the TME. As shown in Fig. 2e, f, upon stress stimulation, the interaction strengths between epithelial tumor cells and endothelial cells, pericytes, or fibroblasts were promoted, while the interactions between T cells and epithelial tumor cells, endothelial cells, or fibroblasts were suppressed, which is consistent with the stress-induced tumor growth.

### Stress exposure induced dedifferentiation of luminal subtype of epithelial tumor cells towards cancer stem cell-like basal subtype

We categorized the epithelial tumor cells into three subgroups: proliferating (*Mki67*, *Top2a*, *Hmgb2*, *etc*., as marker genes), luminal (*Lrg1*, *Clu*, *Muc15*, *etc*., as marker genes), and basal (*Acta2*, *Krt5*, *Krt14*, *etc*., as marker genes) (Fig. 3a, b), in which the proportions of both proliferating and basal subgroups of tumor cells increased, while the luminal subpopulation decreased in mice exposure to stress stimuli (Fig. 3c). 

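Luminal-like cells made up most of the epithelial-like tumor cells of the NC tumor. Of 2147 luminal-like, 166 proliferating-like and 75 basal-like cells, the luminal-like share was 89.9% (88.6 to 91.1), the proliferating-like share 6.95% (5.96 to 8.05) and the basal-like share 3.14% (2.48 to 3.92). *Krt5* (ENSMUSG00000061527, chromosome 15, 101707070 to 101712898), a keratin of basal cells, stood at 2160.3 CPM in basal-like cells and 1.85 CPM in luminal-like cells, and *Krt14* (ENSMUSG00000045545, chromosome 11, 100203162 to 100207548), its partner keratin, at 2676 and 85.9 CPM. *Lrg1*, a secreted glycoprotein gene, stood at 563 CPM in luminal-like cells and 66.6 CPM in basal-like cells. These markers named the groups. The *PyMT* transgene was not among the markers of a subgroup, and it was higher in luminal-like cells at 759 CPM (743 to 775) than in proliferating-like cells at 318 CPM (287 to 351) and basal-like cells at 126 CPM (93.6 to 165). Milk and luminal secretory genes were lower in basal-like than in luminal-like cells, with 8 of 10 measured members lower and none higher (median log2 ratio -1.91, percentile 0). A further 533 epithelial-like cells fell into subclusters led by T cell or B cell genes and were set aside from these shares.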

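Transcripts of dividing cells were concentrated in the proliferating-like subgroup of the NC tumor cells. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361), a nuclear protein gene of dividing cells, stood at 211 CPM (186 to 238) in proliferating-like cells, 5.79 CPM (4.50 to 7.33) in luminal-like cells and 4.93 CPM (2 counts) in basal-like cells. *Top2a*, the DNA topoisomerase of dividing cells, stood at 239 CPM in proliferating-like cells and 3.94 CPM in luminal-like cells. Both genes are markers of the subgroup. By Seurat's cell cycle scores, 79.4% (77.7 to 81.0) of the tumor cells were called G0/G1, 10.7% (9.51 to 12.0) S and 9.88% (8.71 to 11.2) G2/M. Among proliferating-like cells 77.7% were called G2/M and 22.3% S, against 4.89% and 9.83% of luminal-like cells. The phase lists also hold naming markers of this subgroup, so these calls follow in part from the naming. Calls moved with depth, since at 1000 UMIs per cell the tumor cells in S rose to 27.4% and those in G2/M to 17.4%, so the calls alone are not read as cycling.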

The cell cycle analysis revealed an induction of G0/G1-S transition in tumor cells by stress stimuli (Fig. 3d), which was validated by the expression profiling analysis of *Mki67* in tumor cells (Supplementary Fig. S2a, b). Trajectory analysis indicated a differentiate direction of tumor cells from the proliferating and luminal subgroups to the basal subgroup (Fig. 3e, f, Supplementary Fig. S2c), suggesting a stress-induced tumor cell dedifferentiation. 

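Basal-like cells of the NC tumor carried more transcripts of mesenchymal and matrix genes than luminal-like cells. *Sparc* (ENSMUSG00000018593, chromosome 11, 55394500 to 55423183), a matrix glycoprotein gene, stood at 1707 CPM (1582 to 1839) in basal-like cells and 18.3 CPM (15.9 to 20.9) in luminal-like cells. *Ccn2* (ENSMUSG00000019997, chromosome 10, 24595442 to 24598683), a matricellular gene, stood at 853 and 52.3 CPM, and *Vim*, the intermediate filament gene of mesenchymal cells, at 229 and 39.6 CPM, while fibronectin *Fn1* did not differ at 12.3 and 12.1 CPM. Of 37 measured genes of epithelial-mesenchymal transition, 29 were higher in basal-like cells and none was lower (median log2 ratio 3.03, percentile 100). The group was named in the same counts by markers that include the contractile genes *Acta2*, *Myh11* and *Cnn1*. The list also holds contractile genes such as *Tagln* and *Tpm2*, so it describes the group and is no independent test.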

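Of 29 measured Wnt/beta-catenin genes, 10 were higher in basal-like cells, among them the Wnt antagonist *Sfrp1*, the receptor *Fzd7* and the transcription factor *Tcf7*, and *Rnf43*, a ubiquitin ligase gene that removes Wnt receptors, was lower (median log2 ratio 0.75, percentile 99.9). Of 31 TGF-beta genes, 9 were higher, led by *Pmepa1* and *Thbs1*, both targets of the pathway, while the inhibitor *Id2* (146 against 509.9 CPM) and the ligand *Tgfb2* (12.3 against 39.1 CPM) were lower (median log2 ratio 0.88, percentile 100). Notch genes went both ways, with *Jag2*, *Dll1*, *Jag1* and *Lfng* higher and *Notch1*, *Hey1* and *Notch3* lower (median log2 ratio 0.79, percentile 97.3). Collagen and matrix genes were higher for 17 of 26 members and lower for none (median log2 ratio 2.49, percentile 100). Cytotoxicity genes, known from lymphocytes, were also raised with 5 of 10 higher (median log2 ratio 2.00, percentile 100), and whether these transcripts come from other cells was not tested. Basal-like levels rest on 405492 UMIs and luminal-like levels on 11918477.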

Subsequent hallmark pathway analysis indicated increase of epithelial mesenchymal transition (EMT) and cancer stem cell-regulating pathways, such as Wnt/beta-catenin signaling, KRAS signaling, TGF-β signaling, AKT signaling, etc., in the basal subgroup of tumor cells (Fig. 3g). 

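Proliferating-like cells of the NC tumor carried more transcripts of DNA replication, mitosis and ribosome biogenesis than luminal-like cells. The group was named by genes of dividing cells in the same counts, so its cell cycle lists describe it and do not test it. *Tyms* and *Rrm2*, enzymes that supply nucleotides, were the most abundant of 38 S phase genes higher in these cells, of 43 measured (median log2 ratio 2.85, percentile 100). Of 47 measured G2/M genes other than the naming markers, 43 were higher, led by the tubulin *Tubb4b* and the kinase subunit *Cks2* (median log2 ratio 4.85, percentile 100). *Npm1* (ENSMUSG00000057113, chromosome 11, 33152287 to 33163206), the nucleolar chaperone, led the 20 higher genes among 30 MYC targets and genes of ribosome biogenesis, fixed as 1 list (median log2 ratio 1.18, percentile 100). Of 29 DNA repair genes 17 were higher, with *Xpc*, a damage sensor, lower (median log2 ratio 1.82, percentile 100). The DNA repair median was lower with at least 50 counts.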

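Genes of fatty acid metabolism did not move as a list (median log2 ratio -0.10, percentile 31.2), and the desaturase *Scd1* and the synthase *Oxsm* were lower. Oxidative phosphorylation lay within the range of random lists (median log2 ratio 0.51, percentile 96.4), with *Cox5a* and *Cycs* higher. Lower were p53 pathway genes, 8 of 25, among them *Btg2* and *Cdkn1a* (median log2 ratio -0.75, percentile 0.635), and inflammatory genes, 15 of 25, with the growth factor *Csf3* alone higher (median log2 ratio -1.79, percentile 0). The luminal-like cells compared here include 226 cells led by immediate-early genes, a list that also holds *Btg2*. A contrast without those cells was not run. The 1243555 UMIs of the proliferating-like cells set the precision.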

The proliferating subgroup of tumor cells showed enrichment in the cell cycle- and cell metabolism-related signaling pathways, including E2F/MYC targets, G2/M checkpoint, DNA repair and fatty acid metabolism (Fig. 3g).

**Fig. 3:**
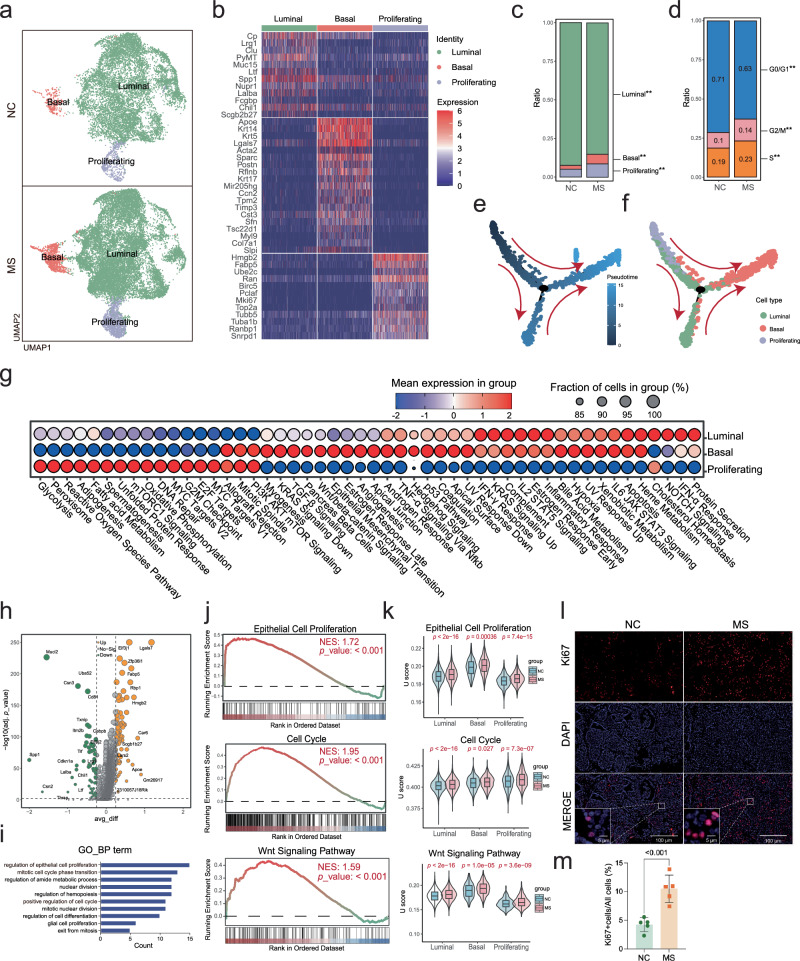
Impact of stress stimuli on epithelial tumor cells within the TME. **a** UMAP plot of epithelial tumor cells in NC and MS tumors, grouped by cell subtypes. **b** Heatmap of the expression levels of the marker genes used for annotation of tumor cell subtypes. **c** Proportion of each epithelial tumor cell subtype in all tumor cells. Statistical significance was indicated (Fisher’s exact test, **p < 0.01). **d** Proportion of tumor cells at different stages of the cell cycle. Statistical significance was indicated (Fisher’s exact test, **p < 0.01). Trajectory analysis of epithelial tumor cells, displayed by pseudotime (**e**) and cell subtype (**f**). Cell differentiation direction was indicated with red arrows. **g** Dot plot of Hallmark pathway signature enrichment score in each subtype of epithelial tumor cells. **h** Volcano plot of DEGs in epithelial tumor cells between MS and NC mice. **i** GO pathway enrichment analysis of DEGs showing the top 10 pathways (adjusted *p* < 0.05). **j** GSEA plot showing representative pathways including epithelial cell proliferation, the cell cycle, and Wnt signaling (MS *vs* NC). **k** The signature enrichment score (U score) of representative pathways, including the epithelial cell proliferation, the cell cycle, and Wnt signaling in epithelial tumor cells (MS *vs* NC). **l** Ki67 immunofluorescence staining analysis of tumor tissue sections. **m** Quantification of the Ki67 staining in **l** (mean ± SEM, *n* = 5).

DEG analysis in epithelial tumor cells and subsequent pathway analysis demonstrated enrichment in the pathways related to cell proliferation, cell cycle and cell differentiation (Supplementary Table 1, Fig. 3h, i). Gene set enrichment analysis (GSEA) of the DEGs validated their enrichment in pathways regulating cell proliferation and the cell cycle (Fig. 3j). In addition, the signature enrichment score (U score), derived by the AddModuleScore_UCell tool, further confirmed the stress-induced cell proliferation and the cell cycle in epithelial tumor cells (Fig. 3k). Moreover, we applied an immunofluorescence staining analysis of Ki67 to tumor tissue sections, demonstrating a much higher percentage of Ki67 positive cells in the MS tumors, compared to NC (Fig. 3l, m).

### Impact of stress exposure on endothelial cells within the TME

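Endothelial-like cells of the NC tumor split into the 4 subtypes by the fixed markers at a resolution of 0.8. Endo4-like cells made up 59.7% (55.6 to 63.7), Endo3-like cells 22.7% (19.4 to 26.4), Endo2-like cells 14.2% (11.5 to 17.3) and Endo1-like cells 3.42% of 585 cells. *Fabp4* (ENSMUSG00000062515, chromosome 3, 10204088 to 10208576), a fatty acid carrier of capillaries and an Endo2 marker, stood at 38857 CPM in Endo2-like cells and 6304 CPM in Endo4-like cells. *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923), a growth factor binding protein gene and an Endo3 marker, stood at 3223 CPM in Endo3-like cells and 94.3 CPM in Endo2-like cells. *Fabp5*, a related fatty acid carrier that is no marker, was also highest in Endo2-like cells at 2347 CPM (2129 to 2582), against 762, 536 and 566 CPM in Endo1-, Endo3- and Endo4-like cells. *Depp1*, a target of FOXO factors, reached 726 CPM in Endo3-like cells and 533 in Endo2-like cells, against 279.9 CPM in Endo4-like cells. At a resolution of 0.4 all 83 Endo2-like cells and 128 of the 133 Endo3-like cells fell into 1 subcluster, which took the name Endo2 and 36.4% of the cells, and 19 of the 20 Endo1-like cells fell into the Endo4-like subcluster, while log-normalized counts gave 6.29% Endo1-like cells. Another 172 endothelial-like cells in subclusters led by lymphocyte genes were set aside, and Endo1-like values rest on 20 cells with 112892 UMIs.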

As the most important angiogenesis-related cell type in the TME, endothelial cells were classified into four subpopulations in the current study, including Endo1, Endo2, Endo3, and Endo4 (Fig. 4a) by using the marker genes shown in Fig. 4b. Cell quantitative analysis indicated increase of Endo1 and Endo2 subpopulations upon stress exposure (Fig. 4c). 

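Most endothelial-like cells of the NC tumor were called G0/G1. The shares were 71.1% (67.3 to 74.8) in G0/G1, 22.4% (19.1 to 26.0) in S and 6.50% (4.64 to 8.81) in G2/M, and at 1000 UMIs per cell 62.4%, 23.6% and 14.0%. *Mki67* stood at 47.4 CPM (38.5 to 57.7) in endothelial-like cells, above its 24.5 CPM in all tumor cells together. *Hmgb2* (ENSMUSG00000054717, chromosome 8, 57511907 to 57515999), a chromatin gene raised in dividing cells, stood at 1692 CPM in Endo1-like cells.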

The cell cycle analysis revealed a stress-promoted G0/G1-S transition in endothelial cells (Fig. 4d), which was in consistence with the higher level of *Mki67* in endothelial cells of MS tumors (Supplementary Fig. S3a). Uniform Manifold Approximation and Projection (UMAP) plot indicated a high enrichment of *Mki67*-positive endothelial cells in the Endo1 subpopulation (Supplementary Fig. S3b). 

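In the NC tumor, *Mki67* was concentrated in the few Endo1-like cells. It stood at 638 CPM (499 to 803) there, against 15.2 CPM (9.43 to 23.3) in Endo4-like cells, 22.2 CPM (4 counts) in Endo2-like cells and 4.81 CPM (2 counts) in Endo3-like cells. *Top2a* (ENSMUSG00000020914, chromosome 11, 98992943 to 99024189) stood at 735 CPM in Endo1-like and 15.2 CPM in Endo4-like cells. Both genes define Endo1, so their height there follows from the naming. Of Endo1-like cells 45.0% were called S and 55.0% G2/M, and none G0/G1, by phase lists that also hold naming markers.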

Trajectory analysis suggested a sequential progression from Endo1/Endo4 to Endo2/Endo3 subpopulations (Fig. 4e, f, Supplementary Fig. S3c). Hallmark pathway analysis clearly indicated that Endo1 subpopulation was enriched with the cell proliferation-related pathways, Endo2 subpopulation with lipid metabolism and adipogenesis-related pathways, Endo3 subgroup with the angiogenesis-related pathways, and Endo4 subpopulation with the angiogenesis- and immune response-related pathways (Fig. 4g). 

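Cell cycle genes were raised in Endo1-like cells of the NC tumor and lipid genes in Endo2-like cells. Both groups were named by markers of these themes in the same counts, so the lists describe the groups and do not test them. Endo1-like cells were higher than the other subtypes for 29 of 38 S phase genes, led by the sliding clamp *Pcna* and by *Tyms* (median log2 ratio 2.48, percentile 100), for 37 of 38 G2/M genes (median log2 ratio 4.26, percentile 100), and for 9 of 22 DNA repair genes with the ligase *Lig1* first (median log2 ratio 2.01, percentile 100). These medians were lower with at least 50 counts. MYC targets were higher for 4 of 30, *Ran*, *Ranbp1*, *Srm* and *Dkc1* (median log2 ratio 0.72, percentile 100). Endo2-like cells were higher for 8 of 13 genes of lipid uptake and adipogenesis once the naming markers were left out (median log2 ratio 1.32, percentile 100). *Aqp7* (ENSMUSG00000028427, chromosome 4, 41033074 to 41048139), a glycerol channel gene, stood at 249.7 CPM in Endo2-like and 2.90 CPM in Endo4-like cells, and *Pparg*, the adipogenic receptor, at 139 and 29.0 CPM. Genes of fatty acid oxidation and synthesis did not move as a list in Endo2-like cells, with 0 of 29 called higher or lower (median log2 ratio 0.23, percentile 88.7). On simulated data the rule found 18 of 100 genes changed 2-fold in Endo2-like cells, so smaller differences of single genes are not excluded.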

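Endo3-like cells were higher for 7 of 27 angiogenesis genes, and *Nrp2*, *Apln* and *Pgf* were lower (median log2 ratio 0.42, percentile 99.8). *Flt1* (ENSMUSG00000029648, chromosome 5, 147561604 to 147726011), a VEGF receptor gene, stood at 1678 CPM (1556 to 1807) in Endo3-like and 452 CPM (417 to 489) in Endo4-like cells, and *Hey1* (ENSMUSG00000040289, chromosome 3, 8663359 to 8667256), a Notch target of arteries, at 300.4 and 23.2 CPM. Notch genes were higher for 4 of 19, which also took in the ligands *Jag2*, *Dll4* and *Jag1* (median log2 ratio 0.49, percentile 99.7). Endo4-like cells were higher for the angiogenesis genes *Timp1*, *Apln* and *Pgf* and lower for 8 of 27, led by *Flt1* and *Nrp1* (median log2 ratio -0.36, percentile 0.970). Among immune genes of Endo4-like cells, interferon genes lay low as a list with *Ifi35* lower and none higher (median log2 ratio -0.41, percentile 1.37), a call lost with subtypes from log-normalized counts (-0.23), and inflammatory genes did not move, with *Cxcl1* and *Cd14* higher and *Il4ra* lower (median log2 ratio 0.03, percentile 72.9). None of 5 MHC class II genes differed (median log2 ratio -0.22, percentile 33.6), although with subtypes from log-normalized counts the list was higher (0.74).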

Notably, a comparative analysis of intercellular communications regulating endothelial proliferation and angiogenesis between the stress and control groups was performed using CellChat (Supplementary Fig. S3d–h). The results revealed that pro-angiogenic signaling was significantly enhanced by MS, particularly through the upregulation of VEGF, ANGPT, and ANGPTL pathways between pericytes/fibroblasts and endothelial cells. Additionally, we observed a marked increase in TGF-β and VISFATIN-mediated crosstalk between epithelial and endothelial cells under stress condition. These findings further reinforce the observation of stress-induced cell proliferation and angiogenesis in endothelial cells.

**Fig. 4:**
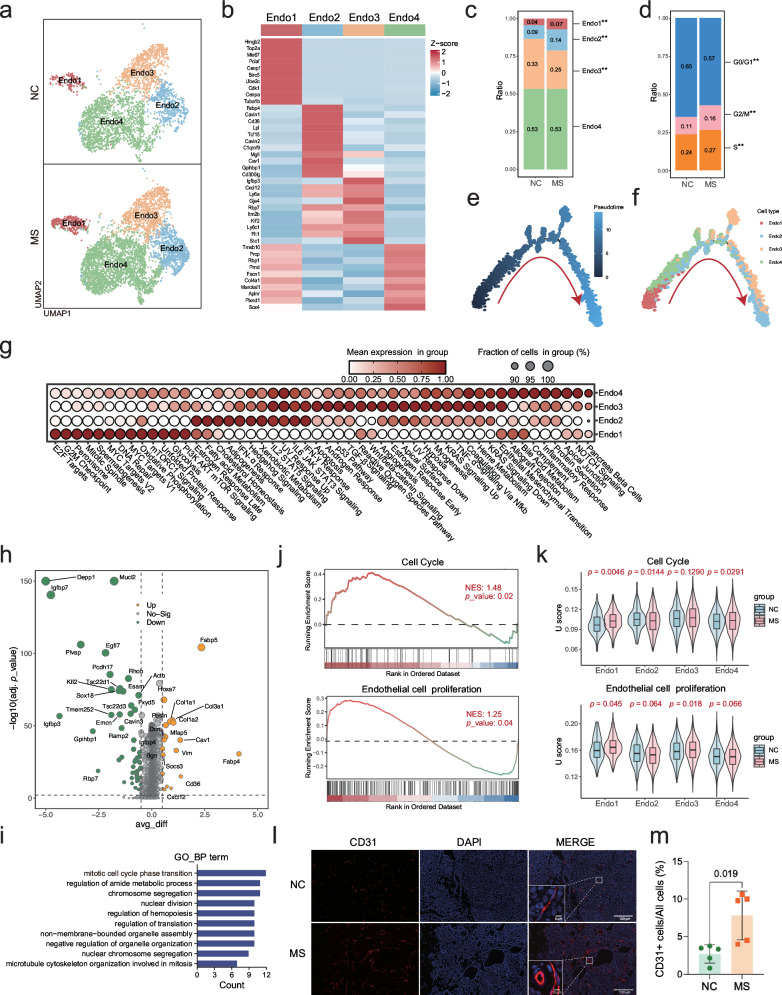
Impact of stress stimuli on endothelial cells within the TME. **a** UMAP plot of endothelial cells in the TME, grouped by cell subtypes. **b** Heatmap of the average expression levels of the marker genes used for annotation of endothelial cell subtypes. **c** Proportion of each endothelial cell subtype in all endothelial cells. Statistical significance was indicated (Fisher’s exact test, **p < 0.01). **d** Proportion of endothelial cells at different stages of the cell cycle. Statistical significance was indicated (Fisher’s exact test, **p< 0.01). Trajectory analysis of endothelial cells, displayed by pseudotime (**e**) and cell subtype (**f**). Cell differentiation direction was indicated with red arrows. **g** Dot plot of Hallmark pathway signature enrichment score in each subtype of endothelial cells. **h** Volcano plot of DEGs in endothelial cells in the TME between MS and NC mice. **i** GO pathway enrichment analysis of DEGs in endothelial cells showing the top 10 pathways (adjusted *p* < 0.05). **j** GSEA plot showing representative pathways including the cell cycle and cell proliferation in endothelial cells (MS *vs* NC). **k** The signature enrichment score (U score) of representative pathways, including the cell cycle and cell proliferation in endothelial cells (MS *vs* NC). **l**. CD31 immunofluorescence staining analysis of tumor tissue sections. **m** Quantification of the CD31 staining in **l** (mean ± SEM, *n* = 5).

DEGs analysis in endothelial cells between the MS and NC groups found a subset of upregulated genes (*Fabp4*, *Fabp5*, *CD36*, *Cav1*, etc.) and a subset of downregulated genes (*Igfbp3*, *Klf2*, *Igfbp7*, *Depp1*, etc.) upon stress exposure (Supplementary Table 2, Fig. 4h). Consistent with the observations above, GO pathway analysis (Fig. 4i), the GSEA analysis (Fig. 4j), and the signature enrichment score (U score) analysis (Fig. 4k) of endothelial cells validated a significant induction of the cell cycle and endothelial cell proliferation by stress stimulation. Additionally, immunofluorescence analysis of CD31, a marker for vascular endothelial cells, was applied to tumor tissue sections (Fig. 4l), further confirming the phenotypes (Fig. 4m).

### Impact of stress exposure on cancer-associated fibroblasts within the TME

Fibroblasts, as a predominant cell type within the TME, not only produce large amounts of ECM, but also secrete various cytokines that drive tumor proliferation, angiogenesis, and immune evasion. Cancer-associated fibroblasts (CAFs) exhibit pro-tumorigenic activities to support tumor cell proliferation and invasion [17, 18]. 

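Fibroblast-like cells of the NC tumor separated by collagen and complement genes. *Col8a1* (ENSMUSG00000068196, chromosome 16, 57624258 to 57754737), a short-chain collagen gene, stood at 879 CPM (819 to 942) in myofibroblastic-like (mCAF-like) cells and 59.8 CPM (46.3 to 75.9) in inflammatory-like (iCAF-like) cells. *Postn*, the matrix gene periostin, stood at 7533 and 1259 CPM. *C3* (ENSMUSG00000024164, chromosome 17, 57203970 to 57228136), the central complement component, stood at 1669.8 CPM (1595 to 1747) in iCAF-like cells and 3.29 CPM (0.679 to 9.62) in mCAF-like cells, the latter from 3 counts. *Clec3b* (ENSMUSG00000025784, chromosome 9, 123150946 to 123157432), the plasminogen binding gene tetranectin, stood at 2675 and 101 CPM. These genes named the groups. *Cxcl12*, a chemokine gene that is no marker of either group, was higher in iCAF-like cells at 578 CPM than in mCAF-like cells at 72.4 CPM, whereas *Il6* was at 2.68 CPM in iCAF-like cells and was near the limit of detection in both.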

Herein, we clustered CAFs into two subpopulations as myofibroblastic CAFs (mCAFs) (*Col8a1*, *Serpine2*, *Cilp*, *F2r*, *Postn*, *etc*., as marker genes) and inflammatory CAFs (iCAFs) (*C3*, *Clec3b*, *C4b*, *Cd34*, *Cxcl2*, *etc*., as marker genes) (Fig. 5a, b, Supplementary Fig. S4a, b). The proportion of mCAFs showed a little higher than iCAFs in our cases (Fig. 5c). 

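In the NC tumor, iCAF-like cells outnumbered mCAF-like cells. Of 339 fibroblast-like cells, 207 were iCAF-like, a share of 61.1% (55.6 to 66.3), and 132 were mCAF-like, a share of 38.9% (33.7 to 44.4). The intervals of the shares did not overlap. Median depth was 5199 UMIs in iCAF-like and 6444 UMIs in mCAF-like cells.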

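Collagens and other matrix genes were higher in mCAF-like cells of the NC tumor, and interferon genes in iCAF-like cells. The mCAF-like cells were named by *Col8a1*, *Postn*, *Col12a1* and other markers in the same counts. Lists that hold collagen and matrix genes therefore describe the group and do not test it. *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), a chain of collagen I, stood at 14215 CPM (13971 to 14462) in mCAF-like and 6591 CPM (6442 to 6743) in iCAF-like cells, and *Sparc* at 12011 and 4832 CPM. Of 39 measured genes of epithelial-mesenchymal transition, 17 were higher in mCAF-like cells, and *Fn1* and *Tgfbi* were among those lower (median log2 ratio 0.89, percentile 100). Among 29 collagen and matrix genes 15 were higher, and *Dcn*, *Fn1* and *Nid2* were lower (median log2 ratio 1.08, percentile 100). TGF-beta genes were higher for 9 of 30, led by *Pmepa1* at 2030.4 against 336 CPM, with the co-receptor *Tgfbr3* lower (median log2 ratio 0.37, percentile 99.5), a call lost with no filter on counts. Angiogenesis genes went both ways, with *Col5a2*, *Timp1*, *Pdgfa* and *Vegfc* higher and *Vegfd*, *Tek*, *Vegfa* and *Fgf2* lower (median log2 ratio 0.34, percentile 98.0), a call lost with at least 50 counts.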

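Notch genes did not separate the groups, with *Heyl* higher in mCAF-like cells and *Rbpj* and *Notch2* lower (median log2 ratio -0.17, percentile 11.7, but past the random lists at -0.35 with at least 50 counts, and of the opposite sign, inside them, at 0.42 with no filter on counts), and neither did Wnt/beta-catenin genes, with 5 higher and *Sfrp1*, *Lrp6* and *Tcf7l1* lower of 25 (median log2 ratio 0.30, percentile 94.9). Inflammatory genes were lower in mCAF-like cells as a list (median log2 ratio -0.34, percentile 0.895). The chemokines *Ccl2* and *Cxcl1* and the regulator *Nfkbiz* were lower, and the adhesion gene *Vcam1* (83.4 against 38.4 CPM) was higher. *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) stood at 223 CPM in iCAF-like cells from 250 counts in only 3.38% of them, and its direction turned in the share of thinned cells with a UMI (log2 ratio -1.65 for iCAF-like against mCAF-like cells). The list changed sign when no filter on counts was used (0.07) and with subtypes from log-normalized counts (0.05). Interferon genes were lower for 7 of 23 in mCAF-like cells, led by *Ifi27l2a* (median log2 ratio -0.74, percentile 0.0100). Cell cycle genes did not move as lists, and of 26 S phase genes *Rrm1* alone was called higher in mCAF-like cells (median log2 ratio 0.13, percentile 79.2) and none of 29 G2/M genes passed (median log2 ratio 0.08, percentile 62.4).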

Hallmark pathway analysis indicated that mCAFs were enriched with the angiogenesis-regulating pathways, such as angiogenesis, EMT, TGF-β signaling, and cell stemness-regulating pathways including Notch signaling and Wnt/β-catenin signaling (Fig. 5d). iCAFs were enriched with inflammation response-related pathways and cell cycle-related pathways (Fig. 5d). mCAFs within the TME were induced by stress exposure (Fig. 5c).

**Fig. 5:**
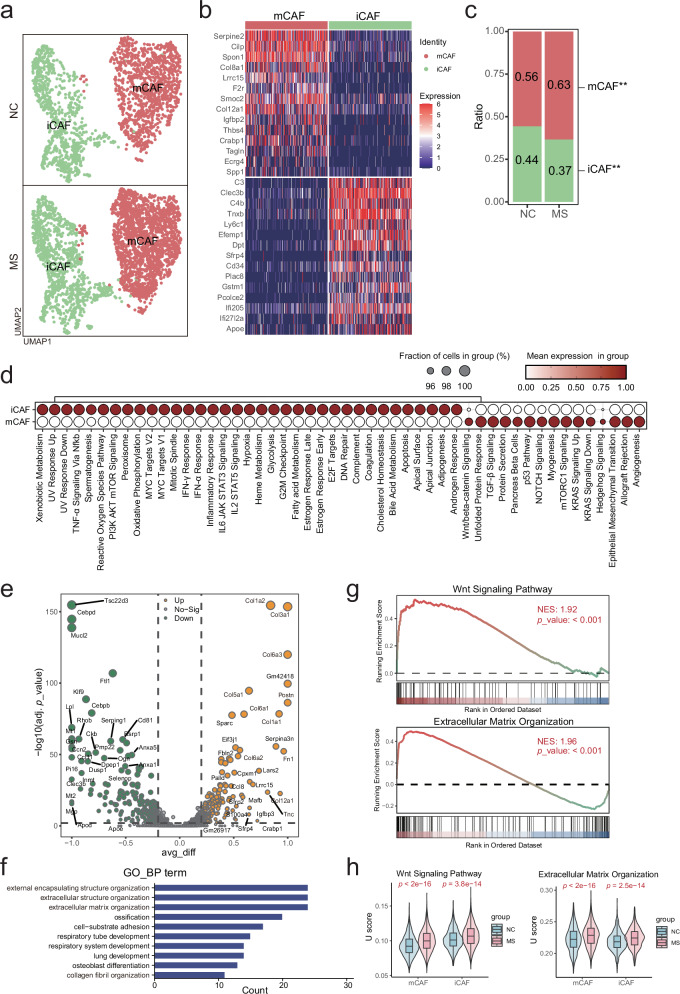
Impact of stress stimuli on fibroblasts within the TME. **a** UMAP plot of fibroblasts in the TME, grouped by cell subtypes. **b** Heatmap of the expression levels of the marker genes used for annotation of two subtypes of fibroblasts. **c** Proportion of each subtype of fibroblasts in all fibroblasts. Statistical significance was indicated (Fisher’s exact test, **p < 0.01). **d** Dot plot of Hallmark pathway signature enrichment score in each subtype of fibroblasts. **e** Volcano plot of DEGs in fibroblasts in the TME between MS and NC mice. **f** GO pathway enrichment analysis of DEGs in fibroblasts showing the top 10 pathways (adjusted *p* < 0.05). **g** GSEA plot showing representative pathways including the extracellular matrix organization and Wnt signaling in fibroblasts (MS *vs* NC). **h** The signature enrichment score (U score) of representative pathways including the extracellular matrix organization and Wnt signaling in fibroblasts (MS *vs* NC).

DEG analysis in CAFs (Supplementary Table 3, Fig. 5e) and subsequent pathway analysis highlighted their function in regulating ECM (Fig. 5f), which was further validated by the GSEA analysis (Fig. 5g) and the gene signature enrichment U score analysis (Fig. 5h).

According to the literature [19], iCAFs predominantly secrete inflammatory cytokines, including IL-6, IL-8, and CXCL12, to maintain an immunosuppressive and pro-angiogenic niche. In contrast, mCAFs exhibit upregulation of α-SMA and collagen, promoting ECM stiffening and physical barrier formation. The stress-induced transition of iCAFs to mCAFs may represent a shift in the TME from an inflammatory to an invasive condition, which could be at least partly responsible for tumor metastasis, therapy resistance, and immune escape [20].

### Impact of stress exposure on pericytes within the TME

Pericytes regulate angiogenesis and contribute to tumor vascularization in the TME [21]. Our scRNA-seq analysis defined a MS-induced subpopulation of pericytes, named Pericyte1 (Supplementary Fig. S5a), which were distinguished from other pericytes by a set of marker genes including *Mki67*, *Top2a*, *Cenpf*, *Pclaf*, *Hmgb2*, etc. 

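Pericyte-like cells of the NC tumor formed no subcluster with the markers of Pericyte1. No setting of the clustering gave one. *Mki67* stood at 31.1 CPM (19.5 to 47.0) in all pericyte-like cells, from 22 counts, and *Top2a* at 29.7 CPM, from 21 counts, and 10 of 219 cells were called G2/M, so dividing pericytes too few to form a subcluster are not excluded. *Rgs5* (ENSMUSG00000026678, chromosome 1, 169655501 to 169695813), a regulator of G protein signaling that marks pericytes, stood at 8794 CPM (8576 to 9015) in pericyte-like and 27.1 CPM in fibroblast-like cells. *Notch3* (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852), the Notch receptor of mural cells, stood at 778 and 11.8 CPM, and *Acta2*, smooth muscle actin, at 4267 and 169 CPM. A further 41 pericyte-like cells in a subcluster led by T cell genes were set aside.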

(Supplementary Fig. S5b). Additional analysis indicated that Pericyte1 subpopulation may be produced by the MS-promoted cell proliferation (Supplementary Fig. S5c–f), or by a cellular trajectory differentiation (Supplementary Fig. S5g–i). Hallmark pathway analysis of the Pericyte1 subpopulation demonstrated gene enrichments in the cell cycle, EMT, and angiogenesis (Supplementary Fig. S5j).

DEGs analysis in pericytes (Supplementary Table 4, Supplementary Fig. S5k) and subsequent pathway analysis highlighted their function in regulating ECM and cell-matrix adhesion (Supplementary Fig. S5l). GSEA enrichment analysis of DEGs in Pericyte1 indicated the impact on cell proliferation, ECM assembly and vascular-associated smooth muscle cell migration in pericyte by MS (Supplementary Fig. S5m, n).

### Impacts of stress exposure on T, B, and NK lymphocytes within the TME

T cells, B cells, and natural killer (NK) cells are the main components of the immune system. Cytotoxic T lymphocytes (CTLs) expressing cell-surface CD8 are able to target and destroy cancer cells, and secret cytokines to restrict tumor growth and metastasis, while regulatory T cells (Tregs) suppress CD8^+^ T cells, facilitating tumor immune evasion [22]. Naïve T cells and γδ T cells regulate immune response and immune surveillance [23]. B cells participate in anti-tumor immunity through antibody production, antigen presentation, and cytokine secretion [24]. NK cells are able to kill tumor cells directly and mediate antibody-dependent cellular cytotoxicity [25].

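The T-like cells of the NC tumor included Treg-like, γδT-like, cycling and Ccl5-high groups, while 2 of the 7 T cell types gave their name to no subcluster. Of 6245 lymphoid cells, 19.7% (18.7 to 20.7) were CD4+ naïve-like, 8.29% (7.62 to 9.01) Treg-like, 4.47% (3.97 to 5.01) γδT-like, 4.02% (3.55 to 4.54) cycling T-like and 3.80% Ccl5-high CTL-like. At a resolution of 0.8 no subcluster took the name of Gzmb-high CTLs or of CD8+ naïve T cells, although a resolution of 1.2 gave a subcluster of Gzmb-high CTL-like cells with 1.46% of the lymphoid cells. At a resolution of 0.4 all 279 γδT-like cells joined the 518 Treg-like cells in 1 subcluster, which took the name Treg and 13.3% of the cells, and 126 of the 237 Ccl5-high CTL-like cells joined an unnamed one, which left 1.76%. Log-normalized counts gave 1.25% γδT-like cells, and a resolution of 1.2 gave 2.56% cycling T-like cells. In a subcluster of 871 cells the markers of CD8+ naïve T cells ranked first and all 8 were detected, but it was led by memory genes and left unnamed by a rule made after the clusters had been seen, without which CD8+ naïve-like cells make up 13.95% of the lymphoid cells. The CD4+ naïve-like group also held *Cd8b1* (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494), a CD8 chain, at 405 CPM against 673 CPM in those 871 cells, so CD8+ naïve cells are not separated from it.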

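*Foxp3* (ENSMUSG00000039521, chromosome X, 7573644 to 7595245), the master regulator of Treg cells, stood at 126 CPM (107 to 147) in Treg-like and 8.20 CPM (5.36 to 12.0) in CD4+ naïve-like cells, and the checkpoint receptor *Ctla4* at 318 and 17.3 CPM, both being naming markers. Of 9 other genes of T cell exhaustion 6 were higher in Treg-like cells, led by *Tox* and the checkpoint receptor *Pdcd1*, and the transcription factor *Eomes* was lower (median log2 ratio 2.75, percentile 100). *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518), a chemokine of memory and effector T cells, stood at 8143 CPM in Ccl5-high CTL-like cells and 62.4 CPM in CD4+ naïve-like cells. Cytotoxicity genes were higher in Ccl5-high CTL-like than in CD4+ naïve-like cells for 11 of 13, led by *Nkg7* and *Ctsw* (median log2 ratio 2.04, percentile 100).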

Herein, our scRNA-seq analysis of the lymphocytes identified seven distinct T cell subpopulations, including Gzmb-high CTLs (*Gzmb*, *Cd7*, *Xcl1*, *Fcer1g*, *Cd3g*, etc., as marker genes), Ccl5-high CTLs (*Ccl5*, *Fasl*, *Cd8a*, *Ctla2a*, *Cd8b1*, etc., as marker genes), CD8^+^ naïve T cells (*Cd8b1*, *Ms4a4b*, *Sell*, *Tpt1*, *Eef1b2*, etc., as marker genes), CD4^+^ naïve T cells (*Cd4*, *Lef1*, *Klf2*, *Tcf7*, *Satb1*, etc., as marker genes), regulatory T cells (*Tnfrsf4*, *Ctla4*, *Foxp3*, *Il2ra*, *Dusp1*, etc., as marker genes), γδT cells (*Tmem176a*, *Tmem176b*, *Tcrg-C1*, *Trdc*, *Il7r*, etc., as marker genes) and Cycling T cells (*Hist1h2ae*, *Mki67*, *Top2a*, *Hist1h2ap*, *Stmn1*, etc., as marker genes). Additionally, two B cell subgroups were identified as naïve B cells (*Cd74*, *H2-Ab1*, *Cd79a*, *H2-Aa*, *Ebf1*, etc., as marker genes) and plasma B cells (*Jchain*, *Iglc2*, *Iglc1*, *Igha*, *Igkc*, etc., as marker genes), along with a population of NK cells (*Tyrobp*, *Ncr1*, *Klrk1*, *Gzma*, *Klrd1*, etc., as marker genes) (Fig. 6a–c). 

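Naïve B-like cells were the largest lymphoid group of the NC tumor at 33.5% (32.4 to 34.7), plasma B-like cells made up 0.560% (0.391 to 0.779) (35 cells) and NK-like cells 4.68% (4.17 to 5.23). The markers of naïve B cells also ranked first in 361 cells led by germinal center genes, with which, in a setting chosen after the values had been seen, the naïve B-like share is 39.33%. *Jchain* (ENSMUSG00000067149, chromosome 5, 88519809 to 88527891), which joins secreted antibodies, stood at 28899 CPM (28356 to 29449.7) in plasma B-like and 3.54 CPM in naïve B-like cells. *Igkc*, the kappa light chain, alone took 295941 CPM of the plasma B-like counts, which lowers the CPM of every other gene there. *Cd74* (ENSMUSG00000024610, chromosome 18, 60803848 to 60812652), the invariant chain of MHC class II, stood at 13435 CPM in naïve B-like and 2746 CPM in plasma B-like cells. *Gzmb* (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260), a granzyme gene, was highest in NK-like cells at 1174 CPM (1108 to 1243), against 165 CPM in Ccl5-high CTL-like cells and 0.946 CPM (3 counts) in CD4+ naïve-like cells. The markers of Gzmb-high CTLs stood as high in the NK-like subcluster as those of NK cells, and at a resolution of 1.2 it shrank from 292 to 200 cells while 91 cells took the name of Gzmb-high CTLs, so both types are not separated in these values. Other cytotoxicity genes were higher in NK-like than in CD4+ naïve-like cells for 10 of 11, with *Nkg7* most abundant (median log2 ratio 2.94, percentile 100).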

As shown in Fig. 6d, the cell number of each subpopulation of T, B, and NK lymphocytes decreased in the MS tumors, compared to NC.

**Fig. 6:**
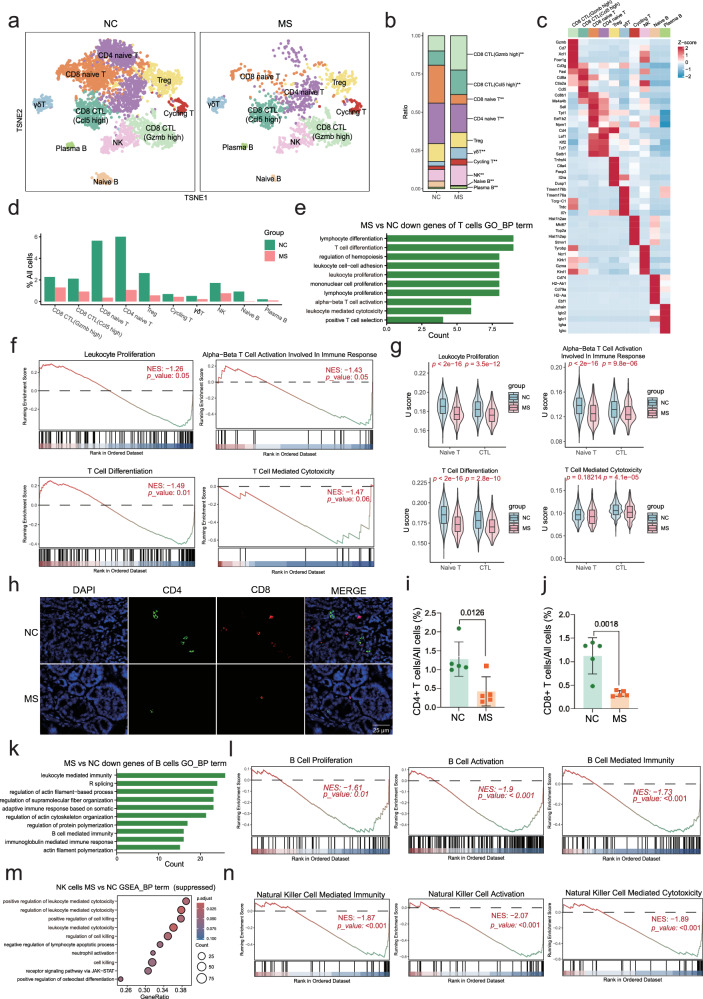
Impact of stress stimuli on T cells, B cells and NK cells within the TME. **a** UMAP plot of T cells, B cells and NK cells in the TME, grouped by cell subtypes. **b** Proportion of each subtype of T, B, and NK cells. Statistical significance was indicated (Fisher’s exact test, **p *<* 0.01)*.* **c** Heatmap of the average expression levels of the marker genes used for annotation of each subtype of T, B, and NK cells. **d** Proportion of each subtype of T, B, and NK cells in all cells. **e** GO pathway enrichment analysis of DEGs in T cells showing the top 10 pathways (adjusted *p* < 0.05). **f** GSEA plot showing representative pathways including leukocyte proliferation, T cell differentiation, T cell activation involved in immune response and T cell-mediated cytotoxicity in T cells (MS *vs* NC). **g** The signature enrichment score (U score) of representative pathways including leukocyte proliferation, T cell differentiation, T cell activation involved in immune response and T cell mediated cytotoxicity in T cells (MS *vs* NC). **h** CD4 and CD8 immunofluorescence staining analysis of tumor tissue sections. Quantification of the CD4 staining (**i**) and CD8 staining (j) in (**h**) (mean ± SEM, *n* = 5). **k** GO pathway enrichment analysis of DEGs in B cells showing the top 10 pathways (adjusted *p* < 0.05). **l** GSEA plot showing representative pathways including B cell proliferation, B cell activation, and B cell-mediated immunity in B cells (MS *vs* NC). **m** Bubble plot displaying the top 10 significantly downregulated pathways (MS *vs* NC) in GSEA analysis of NK cells. **n** GSEA plot showing representative pathways including NK cell-mediated immunity, NK cell activation, and NK cell-mediated cytotoxicity in NK cells (MS *vs* NC).

DEG analysis in T cells (Supplementary Table 5, Supplementary Fig. S6) and subsequent pathway analysis indicated their involvement in regulating cell proliferation, differentiation, activation, and cytotoxicity of T cells (Fig. 6e), which were further confirmed by the GSEA analysis (Fig. 6f) and the gene signature U score analysis (Fig. 6g). In addition, we applied immunofluorescence analysis of CD4 and CD8 to tumor tissue sections, demonstrating a significant suppression of both CD4^+^ and CD8^+^ T cells within the TME by stress exposure (Fig. 6h–j).

Similarly, we analyzed the B type of lymphocytes and NK cells in the TME between the MS and NC groups of tumors (Fig. 6a–c). As shown in Fig. 6d, both B cells and NK cells showed suppression by stress exposure. Trajectory analysis validated the cell differentiation direction from naïve B cells to plasma B cells (Supplementary Fig. S7a–c). DEGs analysis in B cells (Supplementary Table 6, Supplementary Fig. S7d) and subsequent pathway analysis indicated their involvement in regulating B cell-mediated immunity and immunoglobulin-mediated immune response (Fig. 6k). GSEA enrichment analysis demonstrated their involvement in regulating proliferation, activation, and immunity of B cells (Fig. 6l). GSEA enrichment analysis of DEGs in NK cells (Supplementary Table 7, Supplementary Fig. S8) indicated that these genes regulate cell killing, NK cell activation, and leukocyte-mediated cytotoxicity and immunity (Fig. 6m, n).

### Impacts of stress exposure on macrophages, neutrophils and DCs within the TME

Myeloid cells include macrophages, neutrophils, and DC in the TME. 

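Myeloid cells of the NC tumor were mostly DC-like and macrophage-like. Of 399 cells, DC-like cells made up 47.4% (42.4 to 52.4), Macr1-like cells 40.6% (35.7 to 45.6), neutrophil-like cells 6.77% (4.51 to 9.69) and Macr2-like cells 5.26% (3.29 to 7.93), the last being 21 cells. *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879), the fractalkine receptor, stood at 1255 CPM (1178 to 1335) in Macr1-like and 180.3 CPM (109 to 282) in Macr2-like cells. *Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057), the mannose receptor, stood at 1841 CPM in Macr2-like and 322 CPM in Macr1-like cells. *Cd86*, a costimulatory gene, stood at 72.5 CPM in Macr1-like cells and 19.0 CPM (2 counts) in Macr2-like cells. All 3 genes are markers of the groups. The line between the macrophage groups moved with the resolution of the clustering. At 0.4 all 162 Macr1-like and 21 Macr2-like cells fell into 1 subcluster of 183 cells, in which the markers of both stood highest and which took the name Macr2 (45.9%), and Macr1-like cells made up 18.0% and Macr2-like cells 26.3% at a resolution of 1.2.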

We herein clustered myeloid cells into 4 subpopulations, including macrophage Macr1 (*Cd86*, *Hexb*, *Tgfbr1*, *Rgs1*, *Cx3cr1*, etc., as marker genes), macrophage Macr2 (*Cd163*, *Mrc1*, *Ccl8*, *Gas6*, *Pltp*, etc., as marker genes), DCs (*S100a4*, *Cd209a*, *Zbtb46*, *Cd80*, *Itgax*, etc., as marker genes), and neutrophils (*S100a8*, *S100a9*, *Cxcl2*, *Retnlg*, *Il1b*, etc., as marker genes) (Fig. 7a, b, Supplementary Fig. S9a–c). Compared to the NC tumors, the MS tumors showed an increased amount of Macr2, DC, and neutrophils, while a decrease of Macr1 (Fig. 7c, d).

**Fig. 7:**
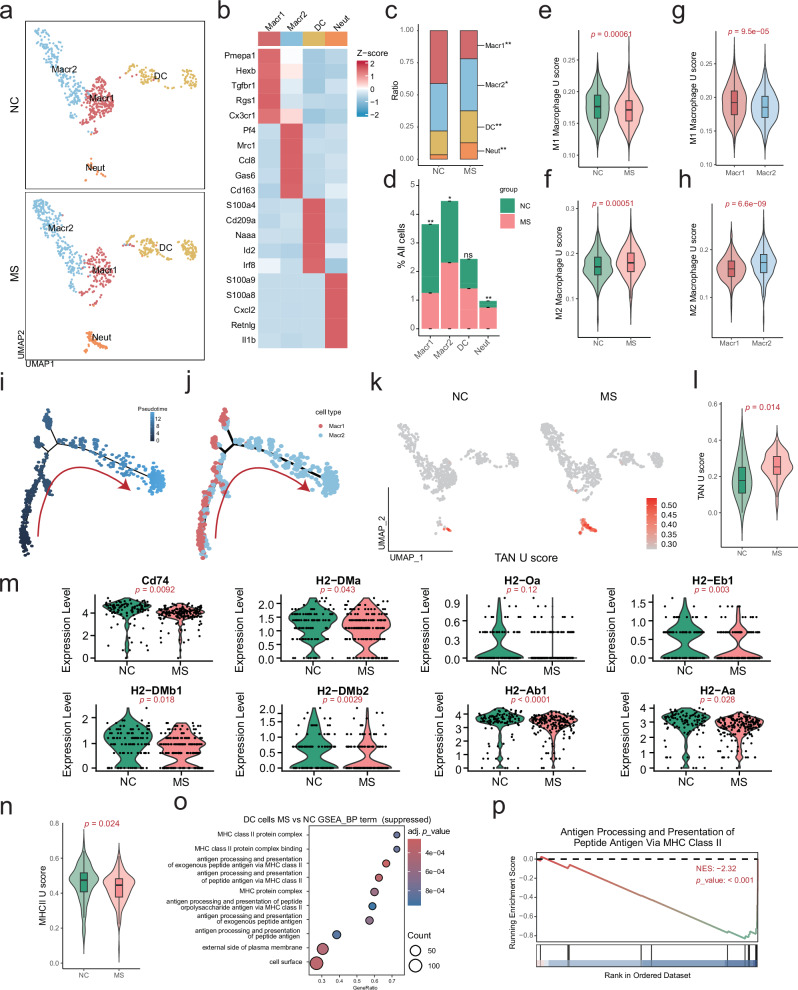
Impact of stress stimuli on myeloid cells within the TME. **a** UMAP plot of myeloid cells in the TME, grouped by cell subtypes. **b** Heatmap of the average expression levels of the marker genes used for annotation of each subtype of myeloid cells. **c** Proportion of each cell subtype in all myeloid cells. Statistical significance was indicated (Fisher’s exact test, *p < 0.05, **p < 0.01). **d** Proportion of each myeloid cell subtype in all cells. Statistical significance was indicated (Fisher’s exact test, *p < 0.05, **p < 0.01). M1 (**e**) and M2 (**f**) macrophage-associated gene set **e**nrichment U scores of all macrophages in the TME of NC and MS mice. M1 (**g**) and M2 (**h**) macrophage-associated gene set enrichment U scores of Macr1 and Macr2 subtypes of macrophages in the TME. Trajectory analysis of macrophages, displayed by pseudotime (**i**) and cell subtype (**j**). Cell differentiation direction was indicated with red arrows. **k** UMAP plot showing the expression of a gene set in tumor-associated nuetrophiles (TAN) in myeloid cells of MS and NC mice. **l** TAN U score of neutrophils in the TME of MS and NC mice. **m** The gene expression levels of *Cd74*, *H2-DMa*, *H2-Oa*, *H2-Eb1*, *H2-DMb1*, *H2-DMb2*, *H2-Ab1*, and *H2-Aa* in myeloid cells of MS and NC mice. **n** MHC II U score in DCs of MS and NC mice. **o** Bubble plot displaying the top 10 significantly downregulated pathways (MS *vs* NC) in GSEA analysis of DC cells. **p** GSEA plot showing a representative pathway of antigen processing and presentation of peptide antigen via MHC class II in DCs (MS *vs* NC).

Gene signature U score analysis of macrophages showed a significant reduction of the M1 activity but induction of the M2 activity upon stress exposure (Fig. 7e, f). Same analysis to the Macr1 and Macr2 subpopulations indicated a stronger M1 activity in Macr1, and stronger M2 activity in Macr2 (Fig. 7g, h), suggesting the MS-induced Macr2 subpopulation having more M2 characteristics and functional activity, which was further validated by UMAP analysis of the M2 macrophage marker Cd163 (Supplementary Fig. S9a). 

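Macr2-like cells of the NC tumor carried many M2 genes at higher levels than Macr1-like cells. The group was named by *Cd163*, *Mrc1* and other markers in the same counts, so the M2 list describes the group and does not test it. The contrast was not run with the macrophage groups of other resolutions. Of 17 measured M2 genes, 11 were lower in Macr1-like cells and *Fn1* was higher (median log2 ratio -2.15, percentile 0). *Retnla* (ENSMUSG00000061100, chromosome 16, 48842551 to 48844461), a secreted gene induced by interleukin-4, stood at 1575 CPM (1345 to 1834) in Macr2-like and 42.5 CPM (29.4 to 59.4) in Macr1-like cells, and the scavenger receptor *Stab1* at 892 and 201 CPM. *Cd163* (ENSMUSG00000008845, chromosome 6, 124304656 to 124330527), the hemoglobin scavenger receptor and a Macr2 marker, stood at 247 CPM (161 to 362) in Macr2-like and 6.25 CPM (2.03 to 14.6) in Macr1-like cells. Of 15 M1 genes, *Ccl4*, *Ccl3*, *Il1b* and *Tnf* were higher in Macr1-like cells and none was lower (median log2 ratio 0.37, percentile 99.5). *Ccl4* (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683), a chemokine gene, stood at 611 CPM (558 to 668) and 47.5 CPM (15.4 to 111). *Il1b* stood at 239.9 CPM in Macr1-like cells and 9.49 CPM (0.240 to 52.9) in Macr2-like cells, the latter from 1 count. The M1 median changed sign when no filter on counts was used (-0.19), while it rose with at least 50 counts and with 1 CPM added, so its size is not settled. The Macr2-like levels rest on 105367 UMIs. From the scores of both gene sets in the subpopulations, and from *Cd163*, the paper proposes that the Macr2 cells, which it reports as induced by MS, have more M2 character and activity.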

Macrophage transition trajectory analysis indicated a transition from Macr1 to Macr2 upon stress exposure (Fig. 7i, j).

Neutrophils within the TME showed a significant induction by stress exposure (Fig. 7c, d). We compared the stress-upregulated DEGs in neutrophils (Supplementary Table 8, Supplementary Fig. S10a) with the gene signature in tumor-associated neutrophils (TANs), indicating an induction of TAN-like neutrophils within the TME by stress exposure (Supplementary Fig. S10b), which was further validated by the UMAP analysis of TAN signature U score analysis (Fig. 7k, l).

DCs are essential for antigen presentation and T-cell activation within the TME [26]. As shown in Fig. 7d, the MS tumors had more DCs within the TME than NC. Analysis of the DEGs in DC cells (Supplementary Table 9, Supplementary Fig. S11) indicated a significant suppression of a subset of MHC II complex-related genes by stress exposure, including *Cd74*, *H2-DMa*, *H2-Oa*, *H2-Eb1*, *H2-DMb1*, *H2-DMb2*, *H2-Ab1*, and *H2-Aa* (Fig. 7m). The stress-suppressed MHC II complex in DCs was further confirmed by a gene signature U score analysis (Fig. 7n) and an additional GSEA analysis (Fig. 7o, p).

## Discussion

The TME is a highly dynamic and intricate ecosystem, consisting of diverse cell types and molecular interactions that significantly influence tumor development, growth, metastasis, and responses to treatment. The impact of MS on the TME includes interactions between the neuroendocrine system, immune system, and tumor development and progression. Our previous study has demonstrated the MS-induced mammary gland tumor growth in a mouse model of breast cancer cell transplantation, in which we observed significant changes in the number and characteristics of immune cells in both peripheral blood and the TME of the stress-stimulated mice [27]. The current study applied MS stimuli to a *MMTV-PyMT* transgenic mouse model of breast cancer to investigate the effects of stress exposure on mammary tumor cells and the TME during spontaneous tumorigenesis and tumor growth in vivo.

We performed single-cell RNA sequencing on mammary tumors with or without exposure to stress stimuli. Ten major cell types including epithelial cells, endothelial cells, fibroblasts, pericytes, lymphocytes (T cells, B cells, and NK cells), and myeloid cells (macrophages, DCs, and neutrophils) were annotated from each tumor sample for further analyses of intercellular interactions, cell differentiation trajectories, differentially expressed genes (DEGs), and enriched pathways between the groups of MS and NC.

Our analysis of epithelial tumor cells not only demonstrated a stress-induced acceleration of the cell cycle but also suggested a stress-induced dedifferentiation of luminal subtype tumor cells to a subtype of cancer stem cell-like basal tumor cells with more aggressiveness. This is consistent with the literature showing that MS enhances cancer stem cell traits and cancer cell proliferation [28]. DEGs analysis of epithelial tumor cells showed a significant upregulation of those cell proliferation-regulating genes, such as *Lgals7*, *Hmgb2*, *Apoe*, *Fabp5*, and *Eif3j1* by stress exposure. GSEA analysis further highlighted the stress-enhanced activity in pathways regulating epithelial cell proliferation, cell cycle, and Wnt signaling.

Our analysis of endothelial cells and pericytes demonstrated an induction of the cell cycle and angiogenesis by stress stimulation. Endothelial cells were classified into four subtypes including Endo1, Endo2, Endo3, and Endo4 in our cases. The amount of Endo1 and Endo2 subpopulations within the TME increased upon stress exposure. The Endo1 subpopulation was proposed to be responsible for cell proliferation, and the Endo2 subpopulation for lipid metabolism and adipogenesis. In addition, our study identified Pericyte1, a novel subpopulation of pericytes, was induced by MS within the TME. Pericyte1 showed enrichment with the pathways regulating the cell cycle, EMT, and angiogenesis. Taken together, we conclude that increased cell proliferation and energy metabolism in endothelial cells and pericytes contribute to the stress-induced tumor growth.

Myeloid cells include macrophages, neutrophils, and DCs, playing essential roles in the TME. In our cases, we classified macrophages into subpopulations of Macr1 and Macr2, in which Macr1 showed more characteristics of M1 macrophages, while Macr2 seemed more like M2 macrophages. Notably, we found that stress exposure induced a transition from Macr1 to Macr2, supporting the stress-suppressed immune surveillance within the TME [29]. In addition, our analysis not only revealed an increase in the number of neutrophils but also indicated a tumor-associated neutrophil (TAN)-like phenotype in these cells. This is supported by a recent publication showing that chronic stress increases lung metastasis from disseminated cancer cells [30]. Chronic stress significantly increased neutrophil infiltration and increased neutrophil extracellular trap formation within the microenvironment, thereby establishing a metastasis-promoting TME [30]. These results suggest that MS may directly influence the TME by promoting an inflammatory response and inducing tumor-associated neutrophils, thereby accelerating tumor cell proliferation and distant metastasis.

Lymphocytes can suppress tumor development through immune surveillance, or facilitate tumor escape under immune suppression. Literature has demonstrated an attenuation of the anti-tumor immune function of T, B, and NK cells by MS [31, 32]. In consistence with the literature, we here observed a general decrease in the number of various types of lymphocytes within the TME (Fig. 6d), including T, B, and NK cells, in the mice exposed to MS. Notably, stress suppressed both naïve T cells and CTLs, indicating the stress-induced TME is not suitable for T cell expansion and survival, which may explain the T cell exhaustion and immune evasion of tumor cells in the MS group of mice. Additional analysis revealed a significant reduction in both naïve and plasma B cells within the TME of MS mice.

Our analysis of the DCs showed that stress exposure increased the number of DCs in the TME (Fig. 7d). As documented in the literature [33–36], DC functionality is highly context-dependent. Type 1 conventional DCs (cDC1s) promote antitumor immunity through cross-presentation to CD8^ +^ T cells, type 2 conventional DCs (cDC2s) activate CD4 ^+^ T cells, and plasmacytoid DCs (pDCs) modulate immune responses via type I interferon secretion. In contrast, TIDCs and monocyte-derived DCs often exhibit an immunosuppressive phenotype, characterized by downregulation of MHC-II and CD80/CD86, as well as upregulation of PD-L1, IDO, and IL-10, thereby promoting T cell tolerance. Consistent with these findings, our results demonstrated that stress exposure increased the number of DCs and decreased MHC-II-related gene expression, suggesting a functional shift toward a MoDC/TIDC-like immunosuppressive state.

Taken together, these findings further validated that MS diminishes the anti-tumor immune response by reducing lymphocyte populations and impairing their immune protection functions, thereby facilitating tumor development and tumor progression.

## Methods

### Mice

The *FVB/N-MMTV-PyMT* transgenic mice were generously provided by Professor Liu S. at Fudan University. Virgin female mice (4 weeks old, *n* = 5 per group) were randomly assigned to mental stress (MS) or negative control (NC) groups using a computer-generated randomization sequence (Microsoft Excel RAND function), with researchers blinded to group allocation during assignment. No animals or tumors were excluded from analysis; all collected data from the 40 tumors per group (8 tumors/mouse) were included without pre-established exclusion criteria. The multifocal tumor nature of this model (yielding 40 analyzable tumors/group) provided >99% power (α = 0.05) to detect the observed 51.3% increase in tumor weight (0.3639 *vs* 0.2404 g, *p* = 0.009), with variance homogeneity confirmed by F-test (*p* = 0.491). All procedures were approved by Tongji University’s Animal Care Committee ([2022] DONG YAN YU SHEN NO.046).

### Mental stress exposure

MS exposure was administered to mice in the MS group for a continuous 2 weeks. The stress stimuli included noise stimulation (80 dB for 120 min), restraint stimulation (for 120 min), elevated platform stimulation (10 cm diameter, 1.2 m height of a platform for 120 min), shaking stimulation (60 rpm for 120 min), and somatosensory stimulation (tail-clamping for 1 min, repeating 3 times within 10 min). Each mouse received one of these six stimuli unpredictably through random selection on a daily basis.

### Mouse behavior test

All behavioral tests (OFT, TST, and SPT) were conducted and analyzed by investigators blinded to group allocation. The experimenters performing the tests were different from those who handled the stress interventions, and all video recordings were coded to conceal group identity during analysis. Behavioral procedures followed established protocols [37, 38], with activity recorded using a video tracking system (SuperMaze V2.0, Shanghai, China). Automated scoring algorithms were used where possible to minimize subjective bias, and manual scoring was performed by two independent blinded researchers with inter-rater reliability >90%.

### Preparation of single cell suspension

Tumor tissues were minced and then digested at 37 °C for 40 min using an enzyme cocktail containing 150 U/mL of Collagenase IV, 20 U/mL of Dispase and 0.33 U/mL of DNase I, followed by filtering through a 40 μm strainer to obtain the single cell suspension. Acridine orange (AO) and propidium iodide (PI) were used for fluorescence staining of viable cells. Cell sorting was performed using the WOLF® Cell Sorter (NanoCellect).

### Single-cell sequencing (scRNA-seq)

Sorted single cells were diluted in DMEM/F12 with 10% FBS, and loaded on a Chromium Controller to generate single-cell gel bead emulsions, targeting 20,000–30,000 cells for each tumor tissue (*n* = 2 in the current study). Single-cell 3′ RNA-seq libraries were generated according to the manufacturer’s instructions (Chromium Single Cell 3′ Reagent v2 Chemistry Kit, 10× Genomics, Inc.), followed by a sequencing analysis to reach an average depth of ~200,000 reads per cell using Illumina Novaseq 6000 system.

### Pre-processing and quality control of scRNA-seq data

Raw reads were quality-controlled, demultiplexed, and aligned to the mm10 mouse reference genome and *PyMT* using Cellranger (version 5.0.0, 10× Genomics). The *PyMT* gene sequence was retrieved from GeneBank database (accession number AAB59900.1). Cells with less than 250 genes, or greater than 4000 genes, or over 10% reads aligning to mitochondrial genes, or gene number greater than 0.8 per UMI were filtered. DoubletFinder was employed to identify and remove doublets [39]. SCTransform function in Seurat was applied to identify genes with high variance for normalization, in which mitochondrial mapping percentage was used as a parameter for covariant correction [40]. IntegrateData function in Seurat, jointly integrating Canonical correlation analysis and Mutual nearest neighbors algorithms, was performed to correct for batch effects between samples and then merge them together [41].

### Dimensionality reduction and cluster analysis

The integrated normalized data metrics were applied for the standard analysis as described in the Seurat R package. Principal component analysis (PCA) was applied to reduce the dimensionality of the normalized scRNA-seq matrix including 3000 highly variable genes. FindClusters function in Seurat was further performed to identify cell clusters with Louvain algorithm. Based on the top 30 principal components, UMAP, a non-linear dimension reduction algorithm, was used for clustering visualization.

### Cell type annotation

The automated method SingleR (version 1.4.1) and a manual approach were both used to create annotation maps [42]. The cell-specific markers for manual annotation include: *Epcam*, *Chil1*, *Krt8* and *Krt18* for epithelial cells; *Pecam1*, *Cldn5*, *Eng*, *Cdh5* and *Emcn* for Endothelial cells; *Col1a1*, *Col1a2*, *Col3a1*, *Fn1* and *Dcn* for fibroblasts; *Acta2*, *Myl9*, *Rgs5*, *Higd1b* and *Ndufa4l2* for pericytes; *Trac*, *Trbc2*, *Cd4*, *Cd8a* and *Cd8b1* for T cells; *Klrk1*, *Klrb1c* and *Klre1* for NK cells; *Cd79a*, *Cd79b*, *Igkc* and *Ms4a1* for B cells; *Aope*, *C1qa*, *C1qb* and *C1qc* for macrophages; *Cd74*, *H2-Aa* and *H2-Ab1* for DCs; *S100a8*, *S100a9*, *Cxcl2* and *Il1b* for neutrophils; and *PyMT* for tumor cells.

### Analysis of differentially expressed genes

The FindMarkers function in Seurat was used to explore the DEGs in each cell type between the MS and NC groups. The results were visualized as volcano plots.

### Pathway enrichment analysis of DEGs

DEGs with adjust *p*-value < 0.001 and avg-diff >0.25 were used for pathway enrichment analysis. The compareCluster function in clusterProfiler was used for GO and KEGG pathway enrichment analysis. Gene set enrichment analysis (GSEA) (clusterProfiler, version 4.0.5) was used to perform gene set enrichment analyses.

### Cell-to-cell communication

CellChat (version 1.1.0) was used to analyze the cell-to-cell interactions based on receptor-ligand signaling database [43]. All cell types were explored for cell-cell interaction networks. Data of MS and NC groups were applied to CellChat respectively, and interaction strength (probability) was compared. Interactions with a *p*-value < 0.05 were considered statistically significant.

### Pseudo-time analysis

The R package Monocle (version 2.20.0) was used to construct differentiation trajectories [44]. Count data were used as input, and the differentially expressed genes were identified for dimensionality reduction using the DDRTree method. Cell trajectories were visualized and colored by pseudo-time or cell type. A pseudo-time heatmap was generated to display the pseudo-time of the marker genes in each cluster.

### Signature enrichment scoring

AddModuleScore-UCell from the UCell package was used to calculate module or signature enrichment scores at the single-cell level using the Mann-Whitney U statistic. Hallmark, Gene Ontology gene sets and KEGG pathways were obtained from the Molecular Signatures Database (MSigDB). The Cytotoxic gene sets, M1 gene sets and M2 gene sets were downloaded from Enrichr (maayanlab. cloud) [45].

### Immunofluorescence staining

Mice were perfused via the right ventricle with 50 mL of pre-cooled 1 × PBS to flush out immune cells and red blood cells from the vasculature. Mammary gland tumor tissues were then harvested, fixed in 4% paraformaldehyde (Beyotime, China), and embedded in paraffin. Tissue sections were incubated with primary antibodies at 4 °C overnight, including Ki67 (ab15580, Abcam), CD31 (ab182981, Abcam), CD4 (ab183685, Abcam), and CD8 (ab217344, Abcam). After washing with 1 × PBS, the sections were incubated with the corresponding secondary antibodies for 60 min at room temperature. Triple immunofluorescence staining was performed following the manufacturer’s protocol (AFIHC024, China). Images were captured using a Leica DM300 microscope, and quantitative analysis was conducted with Leica Application Suite X software (version 3.0.0.15697).

### Statistical analysis

Data are presented as mean ± SEM unless otherwise stated. Two-tailed *t-*test was used to analyze the independent samples between groups. For data that did not meet normal distribution requirements, such as proportions of cell subpopulations, Fisher’s exact test was employed. All the data met the respective distribution requirements of the tests applied. *p* < 0.05 was considered statistical significance.

## Supplementary information

Supplementary figures and tables legends

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Supplementary Figure S5

Supplementary Figure S6

Supplementary Figure S7

Supplementary Figure S8

Supplementary Figure S9

Supplementary Figure S10

Supplementary Figure S11

Supplementary Table1. DEGs in epithelial cells (MS *vs* NC)

Supplementary Table2. DEGs in endothelial cells (MS *vs* NC)

Supplementary Table3. DEGs in fibroblasts (MS *vs* NC)

Supplementary Table4. DEGs in pericytes (MS *vs* NC)

Supplementary Table5. DEGs in T cells (MS *vs* NC)

Supplementary Table6. DEGs in B cells (MS *vs* NC)

Supplementary Table7. DEGs in NK cells (MS *vs* NC)

Supplementary Table8. DEGs in neutrophils (MS *vs* NC)

Supplementary Table9. DEGs in dendritic cells (MS *vs* NC)

## Data Availability

The datasets generated for this study are available in the GEO database (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE297521). All data generated or analyzed during this study are included in this published article and its supplementary information files or are available from the corresponding author upon reasonable request.

## Code availability

R and other custom scripts for analyzing data are available upon request.

# Supplementary material for: Single-cell RNA sequencing reveals the effects of mental stress on mouse mammary tumors and the tumor microenvironment
**Source:** Cell Death Discov. 2025 Jul 16;11:328. doi: 10.1038/s41420-025-02619-1
**Supplement:** Supplementary file 1 — Supplementary figures and tables legends

**Supplementary figure legends.**

**Supplementary Figure S1. Impact of stress stimuli on the body weight of mice.** The body weight of the mice in the MS and NC groups at week 10. ns: no significance.

**Supplementary Figure S2. Impact of stress stimuli on epithelial tumor cells. a-b.** *Mki67* expression patterns in epithelial tumor cells of MS and NC mice. **c.** Pseudotime trajectory analysis of the top 10 marker genes in three subtypes of epithelial tumor cells showed by heatmap.

**Supplementary Figure S3. Impact of stress stimuli on endothelial cells in the TME. a-b.** *Mki67* expression patterns in endothelial cells of MS and NC mice. **c.** Pseudotime trajectory analysis of the top 10 marker genes in four subtypes of endothelial cells showed by heatmap. **d-h.** Cell-cell communication networks targeting endothelial cells through VEGF (d), ANGPT (e), VISFATIN (f), TGFβ (g), and ANGPTL (h) pathways in NC versus MS groups. Line thickness represents interaction strength, with thicker lines indicating stronger intercellular communication.

**Supplementary Figure S4. Impact of stress stimuli on fibroblasts in the TME. a-b.** UMAP plot showing the expression patterns of the representative marker genes in mCAF (a) and iCAF (b).

**Supplementary Figure S5.** **Impact of stress stimuli on** **pericytes in the TME. a.** UMAP plot of pericytes in the TME, grouped by cell subtypes. **b.** Heatmap of the average expression levels of the marker genes used for annotation of pericyte subtypes. **c.** Proportion of each pericyte subtype in all pericytes. Statistical significance was indicated (Fisher's exact test, ***p* < 0.01). **d.** Proportion of pericytes at different stages of the cell cycle. Statistical significance was indicated (Fisher's exact test, ***p* < 0.01). **e-f.** *Mki67* expression patterns in pericytes of MS and NC mice. **g-h.** Trajectory analysis of pericytes, displayed by pseudotime (g) and cell subtype (h). Cell differentiation direction was indicated with red arrows. **i.** Pseudotime trajectory analysis of the marker genes in three subtypes of pericytes showed by heatmap. **j.** Dot plot of Hallmark pathway signature enrichment score in each subtype of pericytes. **k.** Volcano plot of DEGs in pericytes in the TME between MS and NC mice. **l.** GO pathway enrichment analysis of DEGs in pericytes showing the top 10 pathways (adjusted *p* < 0.05). **m.** GSEA plot showing representative pathways including endothelial cell proliferation, extracellular matrix assembly and vascular associated smooth muscle cell migration in pericytes (MS *vs* NC). **n.** The signature enrichment score (U score) of representative pathways including endothelial cell proliferation, extracellular matrix assembly and vascular associated smooth muscle cell migration in pericytes (MS *vs* NC).

**Supplementary Figure S6. Impact of stress stimuli on T cells in the TME.** Volcano plot of DEGs in T cells in the TME between MS and NC mice.

**Supplementary Figure S7. Impact of stress stimuli on B cells in the TME.** **a-b.** Trajectory analysis of B cells, displayed by pseudotime (a) and cell subtype (b). Cell differentiation direction was indicated with red arrows. **c.** Pseudotime trajectory analysis of the marker genes in two subtypes of B cells showed by heatmap. **d.** Volcano plot of DEGs in B cells in the TME between MS and NC mice.

**Supplementary Figure S8. Impact of stress stimuli on NK cells in the TME.** Volcano plot of DEGs in NK cells in the TME between MS and NC mice.

**Supplementary Figure S9. Impact of stress stimuli on Myeloid cells in the TME. a-c.** UMAP plot showing the expression patterns of representative marker genes in macrophages (a), dendritic cells (b) and neutrophils (c).

**Supplementary Figure S10. Impact of stress stimuli on Neutrophils in the TME. a.** Volcano plot of DEGs in neutrophils in the TME between MS and NC mice. **b.** The expression levels of TAN-associated genes in neutrophils in the TME between MS and NC mice.

**Supplementary Figure S11. Impact of stress stimuli on DC cells in the TME.** Volcano plot of DEGs in DC cells in the TME between MS and NC mice.

**Supplementary table legends.**

**Supplementary Table1. DEGs in epithelial cells (MS *vs* NC).**

**Supplementary Table2. DEGs in endothelial cells (MS *vs* NC).**

**Supplementary Table3. DEGs in fibroblasts (MS *vs* NC).**

**Supplementary Table4. DEGs in pericytes (MS *vs* NC).**

**Supplementary Table5. DEGs in T cells (MS *vs* NC).**

**Supplementary Table6. DEGs in B cells (MS *vs* NC).**

**Supplementary Table7. DEGs in NK cells (MS *vs* NC).**

**Supplementary Table8. DEGs in neutrophils (MS *vs* NC).**

**Supplementary Table9. DEGs in dendritic cells (MS *vs* NC).**

How the deposited data were processed for this re-analysis (not part of the article)

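Mammary tumors of MS and NC mice, with 2 libraries per group, were profiled by droplet-based single-cell RNA sequencing. The paper does not state whether the libraries of a group came from different mice. The authors aligned the reads with Cell Ranger 5.0.0 to mm10 with *PyMT* added, and the deposited values are UMI counts per gene and barcode for the barcodes that Cell Ranger called, with none of the cell filters of the paper applied. The labels also name bcl2fastq 2.20 and Seurat 4.3.0. The count matrix of NC replicate 1 was analysed, and for the other 3 libraries only their barcodes and feature lists were used here. The feature lists of the 4 libraries were identical. Sample conditions were taken from the labels. Every contrast of cell types therefore rests on 1 tumor, cells were not taken as replicates, and no p-values were computed from cells. The behavior, tumor growth and staining data of the paper, its differential expression between MS and NC, its trajectories and its cell communication were not analysed here.
The barcode numbers of MS and NC were compared by the difference in means with an exact permutation test, 2-sided, for which the smallest p is 0.333. The numbers of barcodes shared by each of 6 pairs of libraries were given exact Poisson 95% intervals, and the pool of barcodes that they imply was the product of both library sizes over the shared number.
In NC replicate 1, 21712 genes were detected and hemoglobin took 5.23% of the UMIs. Before filtering, 458 barcodes held fewer than 250 genes, 307 more than 4000 genes and 2798 more than 10% mitochondrial UMIs, while none exceeded 0.8 genes per UMI, the highest value being 0.696. The paper removes doublets with DoubletFinder, which was not run here. Doublet scores came from Scrublet as built into scanpy 1.11.5, and the 13.9% of cells with the highest scores were removed, a rate of 0.8% per 1000 barcodes. The kept cells had a median of 3233 UMIs and 1232 genes. Counts were normalized with SCTransform (sctransform 0.4.2 in Seurat 5.3.0, R 4.3.3) with the mitochondrial percentage regressed, and 3000 variable genes and 30 principal components were used, as the paper states. Louvain clustering was run at a resolution of 0.8, Seurat's default, since the paper's text does not name one. Integration of libraries, which the paper applied, does not apply to 1 library.
A cluster took the name of a type when its fixed markers ranked first by the share of cells with a UMI, at least 3 of them had 10 counts or more, and 75% of its cells held 2 or more UMIs of them. A cluster stayed unnamed when more than 50% of its cells held 2 or more UMIs each of T cell and of B cell genes. Cells of each class were clustered again in the same way, and subclusters in which markers of another class stood 25 points of detection above the median were set aside from the subtype shares. Subclusters led by germinal center, memory T cell or mitochondrial genes took no subtype name. The markers were fixed, but these naming rules were revised several times after the clusters had been seen, which can move every share of a type or subtype. Cell cycle phases were called with Seurat's CellCycleScoring and its lists in mouse symbols, and again after every cell was thinned to 1000 UMIs, which left out 0 of 13773 cells.
Gene levels are summed UMIs in CPM with exact Poisson 95% intervals, and shares of cells have exact Clopper-Pearson 95% intervals. For a count of 0 the upper limit is 3 counts of the total. For a list of genes, members with at least 10 counts in both groups together were kept, naming markers of either group were left out, and at least 5 members were needed. The percentile of a list's median comes from 10000 random lists matched in 20 bins of expression, and a list was taken to move where it lay outside the percentiles 2.5 to 97.5, limits set after the design had been fixed. In this way 424 planned contrasts and 414 contrasts added later for groups found in the data were computed, most of which are not printed. The lists cover the cell cycle, DNA repair, MYC targets, metabolism, epithelial-mesenchymal transition, matrix, signaling pathways, immune functions, glucocorticoid response, stress hormone receptors, milk genes, immediate-early genes, ligands and receptors, and the genes that the paper names as changed.
On simulated data drawn from these groups, of 100 genes changed 4-fold the rule of 2-fold with separate intervals found 61 between basal-like and luminal-like cells, 82 between proliferating-like and luminal-like cells, 53 in Endo2-like cells, 75 between the fibroblast groups and 50 between the macrophage groups. Of 100 genes changed 2-fold it found 21, 36, 18, 35 and 11 in the same order, so a gene that was not called may still differ. Between 0.215% and 0.609% of unchanged genes were called. A list of 100 genes, all raised 2-fold or 4-fold in the simulation, reached percentile 100 in each of the 5 comparisons. Of 20 unchanged lists per comparison at most 1 fell outside the percentiles 2.5 to 97.5. The simulated counts varied by counting error only and independently between genes. The rates therefore do not cover variation between cells or real lists of genes that vary together.
The genes named in the text follow a rule fixed before the data were examined, as were the markers and the planned lists, comparisons and alternative settings. The short lists of germinal center, lymph node stroma, heat shock and lymphocyte genes, the contrasts of groups found in the data, the shares with set-aside cells in the denominator and the names without the rules on leading genes were added later. The named genes are the genes that the paper names for a cell type, and the most abundant members of each list that passed, with every exception where there were 5 or fewer. Values in the supplementary tables of the paper had been seen for some of these genes when the rule was written. *Cd8b1*, *Igkc*, *Cxcl12* and *Il6* in their groups and the genes of the groups found in the data were chosen after their values had been seen. Identifiers come from the feature list, and 884 of 891 list genes had a position in the GRCm38 annotation, *PyMT* being a transgene without one. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used. The alternatives changed the mitochondrial limit, the upper limit of genes, the limit of genes per UMI, the doublet removal, the normalization, the resolution, the depth, the denominator of CPM, the filter on low counts, a pseudocount, the naming markers in lists and the libraries kept.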

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

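All tests were written after the clusters had been seen, and the tests of blood, of free RNA and of shallow naïve B-like cells were chosen after the results they bear on had been seen as well. The cell groups come from 1 tumor, so no biological explanation was tested.
B-like cells included a germinal center group of 361 cells, which the paper does not report, with *Rgs13* (ENSMUSG00000051079, chromosome 1, 144138654 to 144177372), a regulator of G protein signaling, at 485 CPM (457 to 516) against 4.36 CPM (2.49 to 7.08) in naïve B-like cells and 50 of 54 G2/M genes higher (median log2 ratio 4.50, percentile 100). Blood left in the tissue is argued against as the whole source, since 73 of 2495 B-like cells (2.93%, 2.3 to 3.66), 72 of them in this group, but 1 of 3444 T-like cells (0.0290%, up to 0.162) held UMIs of both *Bcl6* and *S1pr2*, the genes of the germinal center list that had not led the group, although 22 of 2388 tumor cells (0.921%) held both too. Blood remains open for the naïve B-like cells, of which 1 of 2095 held both genes, and hemoglobin took 5.23% of the UMIs of the library. Shallow barcodes are argued against as the whole source, since B-like cells made up 6.99% (6.36 to 7.67) of the 5934 cells at or above the median depth, where at least 5% had been set as the bound against, but they remain open for the naïve B-like cells, which make up most of the share, since these were 1.74% (1.42 to 2.1) of the deep cells against 17.7% of all kept cells and germinal center cells 4.55%, while the CD4+ naïve-like cells, also resting lymphocytes, fell too, from 10.4% to 5.83%. Lymphoid tissue in the dissociated piece remains a candidate, since 8 of 1475 endothelial-like and fibroblast-like cells (0.542%, 0.234 to 1.07) held UMIs of at least 2 of 8 stromal genes of lymph nodes with no doublet removal against 0 of 3595 T-like cells (up to 0.103%), yet 3 of 246 dendritic-like cells (1.22%) held them too and among the kept cells only 0 of 585 endothelial-like and 1 of 339 fibroblast-like cells did. Of these 8 genes *Ccl21a*, also a gene of lymphatic vessels, stood at 48.4 CPM in endothelial-like and *Cxcl13* at 30.0 CPM in fibroblast-like cells, none reached 10 CPM in tumor cells, and a sort for viable cells would not remove such tissue.
Subclusters led by lymphocyte genes took 533 epithelial-like, 172 endothelial-like and 41 pericyte-like cells, and a subcluster led by *PyMT* and other epithelial genes took 163 lymphoid cells, with *PyMT* at 762 CPM against 11.5 CPM in the other lymphoid cells and 699 CPM in tumor cells, none of which the paper reports. Free RNA remains open, since the ratio of T cell to B cell gene counts was 365 times higher in the T-led than in the B-led tumor subcluster (82.9 against 0.227), but both were picked by such genes, so the ratio decides nothing. All 5 T cell genes and *Cd79a* among the 4 B cell genes reached 10 CPM in the other tumor cells too, and *Trbc2*, the most abundant, stood at 669 CPM in the T-led subcluster, 75.9 CPM in the other tumor cells and 1805 CPM in T-like cells. Barcodes that hold 2 cells remain open, since the median depth was 1.16, 1.15 and 1.44 times that of the other epithelial-like, endothelial-like and pericyte-like cells, the lowest ratio, 1.15, lying between the bounds set for and against, and 1.38 times that of the other lymphoid cells in the 163 cells, which no bound covered. A sort for viability would not remove lymphocytes bound to other cells.
A luminal-like subcluster of 226 cells, which the paper does not report, was led by immediate-early genes such as *Zfp36*, *Fosb*, *Atf3* and *Fos* (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273). The list of immediate-early genes reached 24802 CPM there, 3571 in the other luminal-like cells, 13098 in basal-like cells and 1789 in proliferating-like cells, and the glucocorticoid targets *Dusp1*, *Klf9* and *Ddit4* were higher too (median log2 ratio 0.83, percentile 100). Tissue dissociation remains open. *Hspa1a*, *Hspa1b* and *Dnajb1* together were 1.31 times as high (1.20 to 1.42) as in the other luminal-like cells, higher but under the bound set for dissociation. All cells went through the same dissociation, so heat shock raised in all of them would cancel in this ratio. The list also lay above the luminal level in 5 other classes, and a response limited to immediate-early genes was not tested. At 1000 UMIs per cell, the mean share of cells with a UMI of a gene of the list was 51.2%, against 17.1% in the other luminal-like cells. This was 2.99 times as high, and 2.03 times without thinning. The difference was thus present at equal depth. The subcluster was picked by genes of this list before thinning, so whether depth played a part in that picking remains open.
Other groups outside the types of the paper were 256 erythroid-like cells, which carried hemoglobin genes, and 14 cells with genes of skeletal muscle.
Interferon genes led 23 luminal-like cells, in which *Isg15* (ENSMUSG00000035692, chromosome 4, 156199424 to 156200818), an antiviral ubiquitin-like gene, stood at 2668 CPM (2420.2 to 2935) against 51.5 CPM in the other luminal-like cells, and 324 CD4+ naïve-like cells, in which it stood at 437 CPM (395 to 483) against 47.1 CPM.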

How the results depend on the processing

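The tests with set-aside cells in the denominator and with names that leave out the rules on leading genes were chosen after the results were seen, and the other settings were planned. A share was taken as unchanged inside its first 95% interval, and a median within 50% of the width of its random lists while its call held. The other naming rules, also revised after the clusters were seen, were not varied.
Cells kept were 9505 with a mitochondrial limit of 5%, 13431 with 20%, 11652 with the log ratio of genes to UMIs, 12125 with no upper limit of genes, 13414 with the automatic doublet threshold and 13773 with no doublet removal.
Epithelial-like cells were 31.5% of the kept cells with the mitochondrial limit of 20% (28.0% without 462 cells led by mitochondrial genes), 25.6% with no upper limit of genes, 23.4% with log-normalized counts and 23.7% with no doublet removal. T-like cells were 25.4%, 28.7%, 27.2% and 26.1% in the same order and 28.3% with a resolution of 0.4, and B-like cells 19.1% with the mitochondrial limit of 20% and 19.3% with no doublet removal. With the mitochondrial limit of 20%, endothelial-like cells were 5.73%, fibroblast-like 2.53% and dendritic-like 1.08%, with 51 of the 190 dendritic-like cells counted as T-like, and with no doublet removal endothelial-like 7.28%, fibroblast-like 3.43% and pericyte-like 2.5%. With no doublet removal and with the mitochondrial limit of 20%, clusters of 318 and 296 dividing cells whose markers ranked epithelial first stayed unnamed. NK-like cells were 3.16% with log-normalized counts, 3.49% with no upper limit of genes and 0% with a resolution of 0.4, where they formed no cluster.
With a resolution of 0.4, groups merged and no subcluster took the name Endo1, Endo3, γδT or Macr1 (0%), while the subcluster that took the name Endo2, with most Endo3-like cells, was 36.4%, Treg with the γδT-like cells 13.3%, Macr2 with all Macr1-like cells 45.9%, CD4+ naïve-like 17.9% and Ccl5-high CTL-like 1.76%. With 1.2, Gzmb-high CTL-like cells were 1.46%, cycling T-like 2.56%, NK-like 3.20% of the lymphoid cells, Treg-like 9.75%, Macr1-like 18.0% and Macr2-like 26.3%. With log-normalized counts, luminal-like cells were 86.3%, proliferating-like 8.38%, Endo1-like 6.29%, Endo4-like 55.1%, CD4+ naïve-like 17.4%, γδT-like 1.25% and Ccl5-high CTL-like 5.56%. With set-aside cells in the denominator, luminal-like cells were 73.5%, proliferating-like 5.68%, Endo2-like 11.0%, Endo3-like 17.6% and Endo4-like 46.1%. Without the rules on leading genes, CD8+ naïve-like cells were 13.9%, CD4+ naïve-like 20.9% and naïve B-like 39.3% of the lymphoid cells.
At 1000 UMIs per cell, epithelial-like cells were 55.2% in G0/G1, 27.4% in S and 17.4% in G2/M, and endothelial-like cells 62.4% in G0/G1 and 14.0% in G2/M. With no doublet removal, epithelial-like cells were 13.9% in S and 6.25% in G2/M, and endothelial-like 9.88% in G2/M, but of 3262 and 1002 cells against 2388 and 585, with none set aside and the 318 dividing cells left out, so the groups changed too. Phases are limited by depth.
Of 224 list medians under other settings 27 moved, 3 lost and 2 gained their call, 7 that lay inside the random lists changed sign, Notch in mCAF-like cells among them, and 3 that lay outside reversed: inflammatory genes of mCAF-like against iCAF-like cells (0.0733 with no filter on counts, 0.0458 with subtypes from log-normalized counts) and M1 genes of Macr1-like against Macr2-like cells (-0.19 with no filter).
With at least 50 counts, medians were 2.5 for S and 0.88 for DNA repair in proliferating-like cells, 1.91, 1.89 and 1.28 for S, G2/M and DNA repair in Endo1-like cells, 0.71 for angiogenesis in Endo3-like cells, 0.34 for angiogenesis and -0.35 for Notch in mCAF-like cells and 1.32 for M1 in Macr1-like cells. With no filter on counts they were 1.38 for Wnt in basal-like cells, 4.54 for G2/M in Endo1-like, 1.77 for lipid genes in Endo2-like, 0.30 for TGF-beta and 0.42 for Notch in mCAF-like and -2.85 for M2 in Macr1-like cells. With 1 CPM added they were 2.41 for epithelial-mesenchymal transition in basal-like cells, 4.09 for G2/M in proliferating-like cells and 1.26 for M1. With naming markers kept, G2/M gave 5.18 in proliferating-like and 4.59 in Endo1-like cells and lipid genes 1.77 in Endo2-like cells. With subtypes from log-normalized counts, interferon genes gave -0.23 in Endo4-like cells, inside the random lists.
Of 193 single-gene ratios 83 moved, 46 of them among the 63 in the share of thinned cells with a UMI. Among genes called higher or lower in the main setting, only *Ccl2* in iCAF-like against mCAF-like cells reversed, to -1.65 in that share. Changes of sign in genes that were not called were not counted. The 60 shares of cell types had 20 moved, the 89 shares of subtypes 30, and the cause was not tested.
Without 1 library at a time, the difference in mean barcode number between MS and NC ranged from 3609 to 9241 and kept its sign. Paired by replicate number it was 6425 (p 0.5).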

Differences from the paper's values

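The shares of the paper are of both NC libraries together and those computed here of NC replicate 1 alone, so the pairs of values are not of the same cells. The tests of the paper for shares took cells as replicates. The alternatives named here were all set before the data were examined, except where stated.
The paper reports 43403 cells, 25334 of MS and 18069 of NC, whereas the called barcodes numbered 93370, 53110 and 40260. These are barcodes before any filter on cells, a wider group than the cells of the paper, and no alternative applies to them.
Epithelial tumor cells are about 38% in Fig. 2b of the paper, read by eye, and were 24.6% here. They were 31.5% with a mitochondrial limit of 20% (28.0% without a cluster of 462 cells led by mitochondrial genes) and 25.6% with no upper limit of genes, both within 1.5 times the value of the paper, and stayed outside with resolutions of 0.4 and 1.2, with log-normalized counts and with no doublet removal. In the last setting a cluster of 318 dividing cells of several classes stayed unnamed, of which 74.2% held epithelial markers. T cells are about 18% in Fig. 2b, read by eye, and were 30.2%. They were 26.1% with no doublet removal and 25.4% with the mitochondrial limit of 20%, both within 1.5 times, although with that limit 146 T-like cells stayed unnamed, 99 were counted as epithelial-like and 51 dendritic-like cells as T-like, and stayed outside with the other 4 alternatives. B cells are about 1% in Fig. 2b, read by eye, and were 21.2%, and no alternative came within 1.5 times.
Tumor cells in S are about 19% in Fig. 3d of the paper, read by eye, and were 10.7%. Thinned cells gave 27.4% and no doublet removal 13.9%, both within 1.5 times, the latter of 3262 cells against 2388, with none set aside and 318 dividing cells left out, so the group changed with the setting. Endo2 cells are about 9% of endothelial cells in Fig. 4c, read by eye, and were 14.2%, outside also with resolutions of 0.4 and 1.2 and with log-normalized counts. With set-aside cells in the denominator, an alternative chosen after seeing the values that drops no called cell, the share was 11.0%. Endothelial cells in G2/M are about 11% in Fig. 4d, read by eye, and were 6.50%, while thinned cells gave 14.0% and no doublet removal 9.88% of 1002 cells against 585, with none set aside, both within 1.5 times.
In Fig. 6d of the paper, read by eye, CD4+ naïve T cells are about 6% of all cells, Treg about 2.6%, cycling T cells about 0.7% and γδT cells about 0.5%, against 10.4%, 4.37%, 2.12% and 2.35% here. With log-normalized counts γδT cells were 0.657%, within 1.5 times, and for the other 3 types no alternative came as near. Gzmb-high CTLs are about 2.3% and CD8+ naïve T cells about 5.6% in Fig. 6d, read by eye, and no subcluster took either name here (0). A resolution of 1.2 called Gzmb-high CTLs in 0.767% of the cells, still outside 1.5 times, and no alternative set before called CD8+ naïve T cells. Without the rules on leading genes, an alternative chosen after seeing the values that drops no called cell, the 871 cells whose markers ranked CD8+ naïve first are 7.34%, within 1.5 times. Naïve B cells are about 0.9% in Fig. 6d, read by eye, and were 17.7%, and no alternative came within 1.5 times.
Macr1 cells are about 3.7% of all cells in Fig. 7d of the paper, read by eye, and were 1.37%, outside in every alternative.
The paper places mCAFs above iCAFs in number, whereas iCAF-like cells made up 61.1% here, 63.4% with a resolution of 1.2 and 62.5% with log-normalized counts, each in the opposite order, in 1 of the libraries behind the figure of the paper. The paper lists Notch and Wnt/beta-catenin signaling among the pathways of mCAFs. Neither list moved beyond random lists in the main setting, with medians of -0.17 and 0.30, although Notch lay below them at -0.35 with at least 50 counts and turned to 0.42, inside them, with no filter on counts. Epithelial-mesenchymal transition (0.89), TGF-beta signaling (0.37) and angiogenesis (0.34) were higher in mCAF-like cells as the paper states, the last 2 not in every setting. The mCAF-like cells were named in part by collagen and matrix genes. The lists of epithelial-mesenchymal transition and angiogenesis also hold such genes, so their medians are no independent test. It also lists cell cycle pathways for iCAFs, whereas the medians of the S phase and G2/M lists were 0.13 and 0.08 for mCAF-like against iCAF-like cells.
Fatty acid metabolism is listed by the paper for proliferating tumor cells, and its genes had a median log2 ratio of -0.10 against luminal-like cells, within the random lists. Angiogenesis and immune response are listed for Endo4, where the medians of the angiogenesis and interferon lists were -0.36 and -0.41 against the other subtypes and that of the inflammatory list 0.03. With subtypes from log-normalized counts the interferon list lay inside the random lists (-0.23), and MHC class II genes were higher in Endo4-like cells (0.74). The gene lists here are not the Hallmark sets that the paper scored.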

Other observations

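The test of the barcode list was chosen after the shared barcodes had been counted. Levels in this part describe the NC tumor and no response to stress.
Receptors of stress hormones differed between the cell types of the NC tumor. *Nr3c1* (ENSMUSG00000024431, chromosome 18, 39410545 to 39519421), the glucocorticoid receptor, was found in every class and stood at 158 CPM (130.2 to 190.3) in pericyte-like, 148 CPM in fibroblast-like, 145 in endothelial-like, 67.9 in T-like and 64.3 CPM (60.1 to 68.7) in epithelial-like cells. *Adra2a* (ENSMUSG00000033717, chromosome 19, 54044151 to 54048982), an adrenergic receptor that lowers cAMP, stood at 117 CPM (93.3 to 145) in pericyte-like cells, 11.3 CPM in fibroblast-like cells and 0.147 CPM (2 counts) in epithelial-like cells. Of 7 measured receptors 4 were higher in pericyte-like cells than in all other classes together, *Nr3c1*, *Adra2a*, *Nr3c2* and *Adra1b*, and none was lower (median log2 ratio 1.75, percentile 99.1).
Targets of glucocorticoids differed between the cell types, each compared with all other classes together. Of 14 measured targets, 6 were higher and 4 lower in endothelial-like cells, with the phosphatase *Dusp1* and the kinase *Sgk1* most abundant (median log2 ratio 0.80, percentile 98.9). In epithelial-like cells 5 were higher, *Lcn2*, *Mt1*, *Cebpd*, *Errfi1* and *Mt2*, and the sulfotransferase *Sult1a1* was lower (median log2 ratio 0.67, percentile 98.1). In T-like cells 9 were lower and none higher (median log2 ratio -1.90, percentile 0.150), and in B-like cells 11 (median log2 ratio -3.17, percentile 0). Many of these genes also answer other signals.
Tumor genes that the paper names as changed by stress differed between the tumor subgroups of this control tumor. *Lgals7* (ENSMUSG00000053522, chromosome 7, 28863853 to 28866284), a galectin gene, stood at 3065 CPM in basal-like, 375 in luminal-like and 209 in proliferating-like cells. *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188), a lipid carrier gene, stood at 4301, 39.9 and 20.9 CPM, *Fabp5* at 64.1, 146 and 692 CPM, and *Eif3j1*, a translation factor, at 66.6, 102 and 144 CPM. *Hmgb2* stood at 1579 CPM in proliferating-like and 79.3 CPM in luminal-like cells. Of the 14 genes that the paper names as changed in any cell type, 5 were higher in basal-like than in luminal-like cells and *Fabp5* was lower (median log2 ratio 2.18, percentile 100). In endothelial-like cells 8 of 13 were higher than elsewhere, with *Hmgb2* and *Lgals7* lower (median log2 ratio 2.31, percentile 99.99). Most of the list was named by the paper for endothelial cells, some genes as raised and some as lowered. The height there therefore follows from the list and tests nothing about stress.
Ligands and receptors of vascular pathways were raised in fibroblast-like cells. There 16 of 27 ligands and receptors of the VEGF, ANGPT, ANGPTL, TGF-beta and VISFATIN pathways were higher than in the other classes, and *Sdc4*, *Flt1*, *Pgf* and *Flt4* were lower (median log2 ratio 1.54, percentile 100), while 11 were higher and 7 lower in endothelial-like cells (median log2 ratio 0.49, percentile 98.3). The endothelial naming markers *Kdr*, *Tie1* and *Cdh5* were left out of the list, so the medians do not rank these classes against each other. *Angptl2* (ENSMUSG00000004105, chromosome 2, 33216069 to 33247717), an angiopoietin-like gene, stood at 209.6 CPM in fibroblast-like, 192 in pericyte-like and 2.51 in epithelial-like cells. *Tgfb1* (ENSMUSG00000002603, chromosome 7, 25687002 to 25705077) stood at 160.0 CPM in endothelial-like and 170.5 CPM in macrophage-like cells, above its 33.7 CPM in epithelial-like cells. *Nampt* (ENSMUSG00000020572, chromosome 12, 32819545 to 32853349), which encodes visfatin, was near 28.5 CPM in epithelial-like and 24.9 CPM in endothelial-like cells and reached 110.4 CPM (47.7 to 218) in neutrophil-like cells.
MHC class II genes were higher in Macr1-like than in Macr2-like cells. *H2-Ab1* (ENSMUSG00000073421, chromosome 17, 34257689 to 34269419), an MHC class II chain, stood at 7036 CPM in Macr1-like, 5564 in DC-like, 4459 in naïve B-like and 1072 in Macr2-like cells. Of 10 MHC class II genes 5 were higher in Macr1-like than in Macr2-like cells and none was lower (median log2 ratio 1.67, percentile 100), while the list did not move in DC-like against Macr1-like cells, with *H2-DMb2* and *H2-Oa* higher (median log2 ratio -0.10, percentile 18.3). In the 27 neutrophil-like cells, of 17 genes of tumor-associated neutrophils *Nfkbia*, *Ptgs2*, *Hcar2* and *Ier3* were higher than in Macr1-like cells and 7 were lower (median log2 ratio -0.51, percentile 4.35).
The barcodes shared between libraries were too few for the kit that the paper names. Pairs of libraries shared 107 to 205 barcodes, where random draws from the barcode list of the v2 kit would share 539 to 956, so that the highest share over the 6 pairs was 23.5% of the number that list would give. The 905 shared barcodes of all pairs imply a pool of 3.58e+06 barcodes (3.35e+06 to 3.83e+06), which argues against the v2 list as the source.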
